# Analysis and verification of the circRNA regulatory network RNO_CIRCpedia_ 4214/RNO-miR-667-5p/Msr1 axis as a potential ceRNA promoting macrophage M2-like polarization in spinal cord injury

**DOI:** 10.1186/s12864-023-09273-w

**Published:** 2023-04-05

**Authors:** Jian Cao, Chongzhi Pan, Jian Zhang, Qi Chen, Tao Li, Dingwen He, Xigao Cheng

**Keywords:** Spinal cord injury, Circular RNAs, Immune inflammation, Macrophages, Polarization

## Abstract

**Background:**

CircRNAs are involved in the pathogenesis of several central nervous system diseases. However, their functions and mechanisms in spinal cord injury (SCI) are still unclear. Therefore, the purpose of this study was to evaluate circRNA and mRNA expression profiles in the pathological setting of SCI and to predict the potential function of circRNA through bioinformatics.

**Methods:**

A microarray-based approach was used for the simultaneous measurement of circRNAs and mRNAs, together with qPCR, fluorescence in situ hybridization, western immunoblotting, and dual-luciferase reporter assays to investigate the associated regulatory mechanisms in a rat SCI model.

**Results:**

SCI was found to be associated with the differential expression of 414 and 5337 circRNAs and mRNAs, respectively. Pathway enrichment analyses were used to predict the primary function of these circRNAs and mRNAs. GSEA analysis showed that differentially expressed mRNAs were primarily associated with inflammatory immune response activity. Further screening of these inflammation-associated genes was used to construct and analyze a competing endogenous RNA network. RNO_CIRCpedia_4214 was knocked down in vitro, resulting in reduced expression of Msr1, while the expression of RNO-miR-667-5p and Arg1 was increased. Dual-luciferase assays demonstrated that RNO_CIRCpedia_4214 bound to RNO-miR-667-5p. The RNO_CIRCpedia_4214/RNO-miR-667-5p/Msr1 axis may be a potential ceRNA that promotes macrophage M2-like polarization in SCI.

**Conclusion:**

Overall, these results highlighted the critical role that circRNAs may play in the pathophysiology of SCI and the discovery of a potential ceRNA mechanism based on novel circRNAs that regulates macrophage polarization, providing new targets for the treatment of SCI.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09273-w.

## Introduction

Spinal cord injury (SCI) causes severe damage to parts of the central nervous system that incurs significant psychological and physical burdens for affected individuals and their families, with additional economic costs that impact society as a whole. An estimated 250,000–500,000 people throughout the world are estimated to suffer SCIs each year [1]. The SCI pathogenesis consists of two complex stages of primary and secondary damage. During the primary phase, the mechanical injury irreversibly damages the nerve tissues, whereafter secondary damage further exacerbates this injury through processes including apoptotic cell death, inflammatory activity, oxidative stress, and local microenvironmental inhibition, ultimately contributing to sustained losses in motor and sensory functionality [2]. A range of therapies have been employed for SCI patients, including stem cell transplantation, high doses of methylprednisolone, and surgical decompression, but outcomes in treated patients remain unsatisfactory [3, 4]. As the primary injury cannot be controlled or reversed in SCI patients, therapeutic efforts primarily center around counteracting the molecular mechanisms governing secondary injury through the identification of new targets associated with this deleterious process.

Over 98% of the human genomic sequences are non-coding RNAs (ncRNAs) [5]. While they do not produce proteins, these RNAs, which include species such as circular RNAs (circRNAs) and microRNAs (miRNAs), can control diverse biological processes under healthy and pathological conditions through transcriptional, translational, and epigenetic regulatory mechanisms, highlighting their potential relevance in the treatment of various diseases [6]. As covalently-linked closed-loop RNA structures, circRNAs lack traditional 3’ or 5’ ends and associated structural motifs, rendering them resistant to exonucleases such as RNaseR [6]. Many circRNAs are produced by eukaryotic genomes, and their expression is both time- and tissue-specific [5]. Mechanistically, these circRNAs can competitively bind certain miRNAs as competing endogenous RNAs (ceRNAs), resulting in indirect regulation of RNA expression [5]. Targeting circRNAs may thus represent an effective means of treating a range of diseases. Many reports have shown that circRNAs play important roles in various neurological conditions such as tumors of the CNS [7], cerebral ischemia [8], and neurodegeneration [9, 10]. For instance, Chen et al. reported that circPTN sponges miR-145-5p/miR-330-5p to promote proliferation and stemness in glioma [7]. Wang et al. reported that overexpression of circUCK2 attenuates neuronal apoptosis in cerebral ischemia–reperfusion injury via miR-125b-5p/GDF11 signaling [8]. Liu et al. reported that circ-Pank1 promotes dopaminergic neuron neurodegeneration through modulation of the miR-7a-5p/α-syn pathway in Parkinson’s disease [10].

Recently, several studies have analyzed the possible functions of circRNAs following SCI in rodent models using bioinformatics. For example, Ye et al. discovered that circRNA-7079, circRNA-7078, and circRNA-6777 have important roles in vascular endothelial proliferation, migration, and angiogenesis, suggesting that they may be potential therapeutic targets for SCI [11]. Tong et al. used bioinformatics prediction and preliminary in vitro verification to show that circ-Usp10 may target miR-152-5p to regulate CD84, resulting in microglial activation and neuronal death [12]. Thus, circ-Usp10 may be a potential therapeutic target for SCI. Wang et al. used a bioinformatic approach to predict the CircPlek/miR-135b-5p/TGF-βR1 axis, and further in vitro experiments confirmed its influence on SCI-associated fibrosis [13]. Nevertheless, the functions and regulatory mechanisms of circRNAs in SCI are poorly understood.

Here, a microarray approach was used to profile the expression of mRNAs and circRNAs in spinal cord tissue samples collected from a rat model 3 days after SCI. The functional roles of differentially expressed (DE) genes and associated pathways were then explored. In comparison with similar studies, the novelty of the present investigation is the construction of a ceRNA network that is closely related to immune inflammation in SCI. Together, these analyses offer new information regarding the molecular basis for SCI. Specifically, cell-based experiments confirmed that knockdown of RNO_CIRCpedia_4214 can promote M2 macrophage polarization and participate in the immune inflammatory reaction.

## Materials and methods

### Animals

The study used adult male Sprague–Dawley rats (200-240 g) that were fed under standard conditions (23–25 °C, 12 h light/dark cycle) with free access to food and water for at least one week before the experiment. The Animal Ethics Committee of the Second Affiliated Hospital of Nanchang University approved all animal studies, and the NIH guidelines for the care and use of laboratory animals were used to ensure that these rats received appropriate care. Additionally, the study was conducted in accordance with ARRIVE guidelines (https://arriveguidelines.org).

### SCI model establishment

An SCI model was established using the Allen strike technique [14]. Rats were anesthetized by isoflurane inhalation and randomly assigned to the sham and SCI groups (*n* = 3/group). A T10-level laminectomy was conducted to facilitate spinal cord exposure without disruption of the dura mater. SCI modeling at the T10 level was then performed using a modified Allen’s weight-drop apparatus (10 g × 80 mm; MEYUE, Changsha, China). Success was determined based on visual evidence of local spinal cord edema, lower limb twitching, and spastic wagging of the tail. Sham rats underwent the same laminectomy procedure without damage to the spinal cord. After surgery, surgical sutures were used to close the overlying muscle and cortical layers. Manual voiding of the bladder was conducted three times a day for all rats until spontaneous voiding activity had recovered.

### Microarray analyses

The expression patterns of mRNAs and circRNAs in the spinal cord in the 1.5-cm region surrounding the T10 level were investigated 3 days after SCI using an Agilent ceRNA microarray 2019 (8 * 60 K, design ID: 086243). A mirVana™ RNA Isolation Kit (AM1561) was used, according to the provided directions, to extract RNA from target samples, followed by quantification using a NanoDrop® 2000 (Thermo Scientific, Inc.) instrument. An Agilent Bioanalyzer 2100 (Agilent Technologies, Inc.) was used to assess RNA integrity. OEbiotech (Shanghai, China) performed all microarray hybridization analyses. Initially, the total RNA was reverse-transcribed to double-stranded cDNA, which then served as a template for cRNA synthesis with Cyanine 3 cytidine triphosphate (CTP) serving as a label. After labeling, the cRNA was hybridized to appropriate microarrays, which were then washed and scanned using an Agilent Scanner G2505C. The feature extraction software (v 10.7.1.1, Agilent Technologies) was used to extract the original data from the microarray image, and Genespring (v 14.8, Agilent Technologies) was then used for further analysis. The raw data were normalized with a quantile algorithm. Probes with over 75% flagged “Detected” samples in one group were selected for further investigation. Fold-change (FC) values and *P*-values (Student’s t-test) were used to identify DE genes (FC > 2.0, *P* < 0.05). Hierarchical cluster analysis of DEGs was performed using R (v 3.2.0) to evaluate gene expression in different groups and samples. All original data were uploaded to the GEO database (GSE210609).

### Functional enrichment analyses

Based on the hypergeometric distribution, the functional roles of both DE mRNAs and mRNAs that were identified as targets of circRNA-miRNA regulatory relationships were subjected to GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analyses. R (v 3.2.0) was used to draw the column diagram and bubble diagram of significantly enriched terms. The GO analysis classified mRNA enrichment into the cellular component (CC), biological process (BP), and molecular function (MF) categories (http://www.geneontology.org). KEGG analysis showed enrichment of the mRNAs in particular pathways (https://www.kegg.jp/kegg/kegg1.html). In addition, a gene set enrichment analysis (GSEA) was used to determine whether there were significant differences between pre-established gene sets in the SCI and sham groups. Briefly, the analysis used a predefined gene set, and the genes were ranked according to the degree of differential expression between the two sample types. The genes in the predefined set were then ranked according to their degree of enrichment (http://www.gsea-msigdb.org).

### CircRNA-miRNA-mRNA network construction

Functionally, circRNAs can act as ceRNAs to sequester specific miRNAs, thus altering downstream gene expression. To explore the potential interplay between DE circRNAs and DE mRNAs, the top 200 DE circRNAs and DE mRNAs were selected for co-expression analyses, with those pairs that were positively correlated with one another (Pearson’s *r* > 0.9, *P* < 0.05) being retained for additional analyses. miRanda was used for the identification of miRNA targets using default parameters (http://www.microrna.org/microrna/home.do). The ceRNA network was constructed by merging the common targeted miRNA and ceRNA scores based on the MuTaME method [15]. Target prediction of miRNAs to the aforementioned DE circRNAs and mRNAs was performed by using all known rat miRNAs in the database Mibase22. Cytoscape (v 3.7.2) was used to build a circRNA-micro (mi)RNA-mRNA interaction network.

### qPCR

qPCR was used to analyze the expression levels of the genes in the two groups. Total RNA was extracted from spinal cord tissue using TRIzol (Takara, Japan). The purity and quantity of the RNA were assessed on an ultraviolet spectrophotometer (SYNERGY H1, BioTek, USA) and the expression of circRNAs, mRNAs, and GAPDH were evaluated with PrimeScript RT Master Mix (Takara, Japan), SYBR Premix Ex Taq II kits (Takara, Japan), and a CFX96 qRT-PCR Detection System (Bio-Rad, USA). Levels of miRNAs and U6 expressed were measured with a bulge-Loop miRNA qRT-PCR Starter Kit (RiboBio, Guangzhou, China). The qPCR parameters were as follows: 95 °C for 30 s(pre-denaturation), followed by 40 cycles (amplification) of 95 °C for 15 s (denaturation), 60 °C for 30 s (annealing), and 60 °C for 30 s (extension). Experiments were performed in triplicate, with GAPDH as a control for mRNAs and circRNAs, while U6 served as a control for miRNAs. The 2^–ΔΔCT^ method was used for comparative quantitation. CircRNA covalent loop structures were confirmed through Sanger sequencing. The primers used are listed in Supplementary Table 1.

### Cell culture and transfection

RMa-bm macrophages were purchased from the Shanghai Chunmai Biotechnology Co., Ltd (Shanghai, China), and were cultured in RPMI-1640 (11875, Solarbio) containing 0.1% antibiotics (15070063, Gibco) and 10% FBS (10099141, Gibco) at 37 °C in a humidified atmosphere of 5% CO_2_. Macrophages were seeded in 6-well plates and grown to 30–50% confluence, at which time media were exchanged for antibiotic-free media. Cells were then transfected with siRNAs (RiboBio, Guangzhou, China) (70 nM) using the riboFECTCP transfection kit (C10511-05, RiboBio, Guangzhou, China). At 48 h post-transfection, macrophages were then treated for 18 h with LPS (1 µg/ml; Sigma-Aldrich, USA) [16].

### Fluorescence in situ hybridization (FISH)

The FISH kit (RiboBio Co.) was used for the analysis of RMa-bm macrophages using RNO_CIRCpedia_4214 probes (Supplementary Table 2) purchased from Servicebio (Wuhan, China). Cells were fixed with 4% paraformaldehyde for 20 min and permeabilized using 0.5% Triton X-100 for 10 min. The cells were washed three times in PBS, with 15 min per wash. The pre-hybridization solution was added to the cells and incubated at 37 °C for 1 h, followed by the hybridization solution with RNO_CIRCpedia_4214 probes labeled using Cy-3 (red) overnight at 37 °C. Nuclei were counterstained with 4′,6-Diamidino-2-phenylindole (blue). Fluorescence was examined using a Nikon Laser Scanning Confocal Microscope (Nikon Instruments, Japan).

### Dual-luciferase reporter assay

Dual-luciferase reporter gene assays were conducted using a kit (Promega, Wisconsin, USA) according to the provided instructions. Both wild-type (WT) and mutated (MUT) forms of RNO_CIRCpedia_4214 3′-UTR were inserted into dual-luciferase reporter plasmids by RiboBio (Guangzhou, China). The luciferase vectors were then transfected into cells along with miR-667-5p mimics or miR-NC. 100 nmol reporter plasmids (RNO_CIRCpedia_4214, RNO_CIRCpedia_4214 mut) together with miR-667-5p or negative control were transfected into 293-T cells. After 48 h of transfection, the dual-luciferase reporter system kit was used to detect the luciferase activity.

### Western immunoblotting

Total protein was isolated from macrophages and quantified by BCA assays, followed by separation on 10% SDS-PAGE (5% stacking gel) gels and transfer to PVDF membranes (0.45 μm micropore size). The blots were blocked with non-fat milk, followed by incubation overnight with anti-iNOS (Proteintech, 18985-1-AP, 1:1000), anti-Arg1 (Proteintech, 16001-1-AP, 1:40000), or anti-Alpha Tubulin (Proteintech, 11224-1-AP, 1:5000) at 4 °C. After washing, the membranes were probed at room temperature for 1.5 h with HRP-conjugated goat anti-rabbit IgG, washed using TBST, and proteins were detected with an Enhanced Chemiluminescent Kit (UE, Suzhou, China) and a TECAN luminescent imaging system.

### Statistical analysis

Data are presented as means ± standard deviation (mean ± SD) and were compared via Student’s t-tests. SPSS 20.0 (IBM Corp., Armonk, NY, USA) was used for all statistical analyses, with *P* < 0.05 as the significance threshold.

## Results

### Microarray-based analysis of SCI-related circRNA and mRNA expression

Initial microarray analysis showed that 77 circRNAs and 2,698 mRNAs were upregulated in SCI model rats relative to the sham controls, while 337 circRNAs and 2,639 mRNAs were significantly downregulated (FC > 2.0, *P* < 0.05). These results were further represented with a two-dimensional hierarchical clustering heatmap (Fig. 1A), and volcano plots (Fig. 1B). 

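Spinal cord RNA was measured in 3 sham rats, which had a laminectomy alone, and in 3 SCI rats, in which a 10 g weight was also dropped from 80 mm onto the exposed cord at thoracic level 10. The tissue was a 1.5 cm segment around the injury, taken on day 3 after surgery, with 1 array per rat. The paper gives isoflurane as the anaesthetic, whereas the sample labels name chloral hydrate. Each array was a 1-colour Agilent design on which cRNA labelled with Cy3 binds probes for linear transcripts and for circRNAs, which are RNAs closed into a ring by back-splicing. The authors read the images with Agilent Feature Extraction 10.7.1.1, as the submitters' processing notes give it, and quantile normalized the signals. The deposited values are log2 signals, with 1 value per probe. They cover 57102 probes for linear transcripts and 3046 circRNA probes, each of the latter naming a different circRNA. The linear probes carry cluster identifiers without gene names and are not divided into mRNAs and other linear RNAs, so counts of linear probes here include both. The detection filter of the methods was not repeated, because the values carry no detection flags, and all 60148 probes were tested. Differences between the groups were tested with limma on the log2 values, and a probe was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change over 2. For the 20 rows of Table 2, a probe was named where its log2 fold change and its Student P equalled the printed values within 1e-08 and 1e-07, which a single probe did in each case, so that the fold changes of these mRNAs equal the table's by construction. CircRNAs were matched by their identifiers. The number of arrays limits the precision, and 3 rats against 3 allow no exact permutation p below 0.1.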

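Among the circRNA probes, 320 were lower and 70 were higher in SCI than in sham spinal cord (limma, adjusted p under 0.05 and fold change over 2). Higher circRNAs were thus 17.9% of those called. Among the probes for linear transcripts, 3576 were higher and 3691 were lower, so that 49.2% of the called probes were higher. When the arrays were centred on 6 E1A spike-in probes, a scaling chosen after the data were seen, the median log2 fold change of all probes moved from -0.04 to 0.12. The mean of these spike-in probes was 13.35 log2 units on the array of sham replicate 3 and 12.97 to 13.10 on the other arrays. With that scaling 106 circRNA probes were higher and 217 lower (32.8% higher), and 4501 linear probes were higher and 2619 lower (63.2% higher). Most counts fell with 1 array left out, when 5 arrays were tested, although without sham replicate 1 the linear counts were 3937 higher and 3985 lower. Without SCI replicate 1, the counts were 1970 higher and 2237 lower for linear probes and 33 higher and 166 lower for circRNAs. Without SCI replicate 2, they were 2022 and 1586 for linear probes and 35 and 104 for circRNAs. Without sham replicate 3, 2032 linear probes and 150 circRNA probes were lower.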

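Over all 60148 probes, the SCI arrays resembled each other, and the arrays of sham replicates 2 and 3 did too, while sham replicate 1 stood apart. The correlations across probes were between 0.988 and 0.989 among SCI arrays and 0.989 between sham replicates 2 and 3, but between 0.925 and 0.927 for sham replicate 1 with the other sham arrays. Sham replicates 2 and 3 correlated with the SCI arrays at 0.949 to 0.971. A complete-linkage tree of all probes accordingly set sham replicate 1 against the other 5 arrays. The first principal component held 58.4% of the variance and placed sham replicate 1 at -270, the other sham arrays at -14.7 and -27.7, and the SCI arrays between 89.7 and 125. In the 30074 probes with a mean signal above the median the tree divided the 3 sham from the 3 SCI arrays, and the first component held 80.0% of the variance. There sham replicate 1 correlated with the other sham arrays at 0.972. A heatmap of called probes separates the groups by construction, so all probes were used here.

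**Figure D1:**
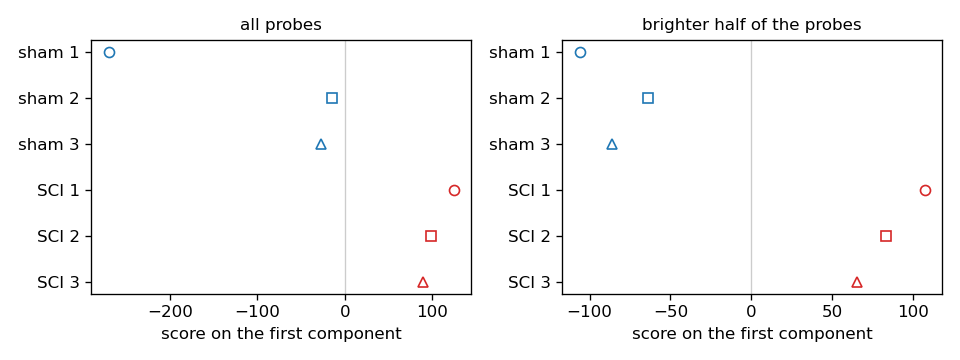
Score of each array on the first principal component (horizontal axis, in units of summed log2 signal) over all probes and over the 30074 probes above the median signal. Each symbol is 1 array, with sham in blue and SCI in red; over all probes sham replicate 1 lies at -270, and over the brighter probes the sham arrays lie below 0 and the SCI arrays above 0.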

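CircRNAs from Gpnmb, Abca1 and Diaph3, the host genes that Table 1 gives, were among those higher in SCI spinal cord, and circRNAs from Dync1i1, Scn1a and Prmt8 among those lower. RNO_CIRCpedia_5625, from Gpnmb, which encodes a transmembrane glycoprotein of macrophages and other cells, rose from 7.69 ± 1.12 to 13.89 ± 0.26 log2 units (mean ± SD, n = 3 rats per group). Its log2 fold change was 6.20 (standard error 0.59, limma adjusted p = 0.00729). Both circRNAs of Abca1, the cholesterol efflux transporter, rose by similar amounts, RNO_CIRCpedia_2816 with a log2 fold change of 3.56 and RNO_CIRCpedia_2817 with one of 3.50. RNO_CIRCpedia_2817 had the lowest adjusted p of all circRNAs, 0.00507 from limma. Of the 10 listed as higher, 9 passed an adjusted p under 0.05 from limma. Of the 10 listed as lower, 9 passed, with log2 fold changes from -2.36 to -2.12, and RNO_CIRCpedia_5, from Cntnap5b, did not (-2.25, limma adjusted p = 0.0719). All 20 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these arrays. RNO_CIRCpedia_3125 and RNO_CIRCpedia_9791, both from Dync1i1, a dynein intermediate chain, had log2 fold changes of -2.19 and -2.12. RNO_CIRCpedia_8719, from the sodium channel gene Scn1a, fell from 8.96 ± 0.30 to 6.67 ± 0.92 (mean ± SD, n = 3). Without sham replicate 1 it did not pass (log2 fold change -2.36, limma adjusted p = 0.0588). Sham replicate 1 had the lowest sham value of several circRNAs that rose, such as 3.06 for RNO_CIRCpedia_9131, from Mboat1, against 5.62 and 4.84 in the other sham rats. Its log2 fold change was 3.27 over all arrays and 2.55 without that array. Without SCI replicate 1 or SCI replicate 2, when 5 arrays were tested, 3 of the 10 higher circRNAs passed. Of the 10 lower ones, 6 passed without SCI replicate 1 and 4 without SCI replicate 2. Without sham replicate 1, also with 5 arrays, all 10 higher and 8 of the 10 lower ones passed. The loss thus depended on which array was left out, while the fold changes stayed about as large. The median log2 fold change of the higher ones was 2.91 without SCI replicate 1 and 3.00 without SCI replicate 2, against 2.94 over all arrays. That of the lower ones was -1.97 without SCI replicate 1 and -2.17 without SCI replicate 2, against -2.21. With values below log2 5 set to 5, a setting chosen after the data were seen, 9 of the 10 higher circRNAs, not the same 9 as over the unchanged values, passed the adjusted p and 8 of them were also over 2-fold. RNO_CIRCpedia_6360, from Diaph3, did not pass (log2 fold change 0.39, limma adjusted p = 0.0635, against 2.48 over the unchanged values). Of the 9 lower ones that could then be tested, 7 passed.

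**Figure D2:**
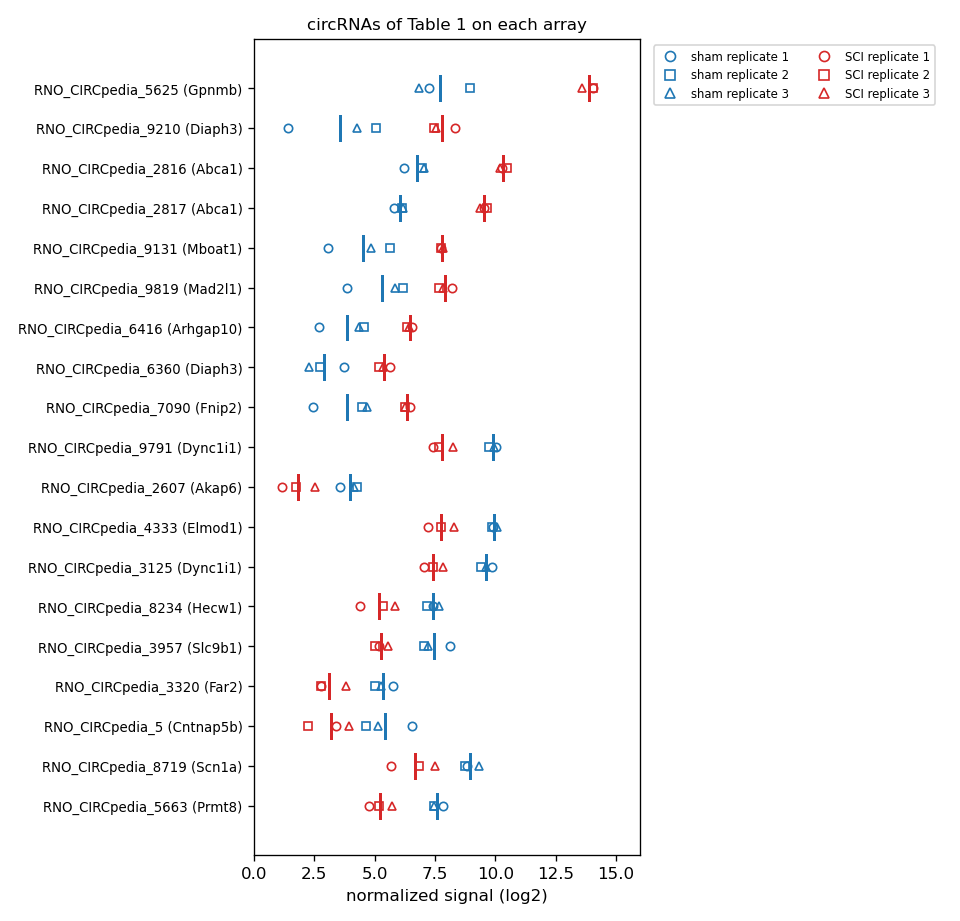
Normalized log2 signal (horizontal axis) of circRNAs of Table 1, with the host gene in brackets. Each symbol is 1 rat, sham in blue and SCI in red, and vertical bars are group means; RNO_CIRCpedia_9131 in sham replicate 1 lies at 3.06.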

The 10 most significantly up- and downregulated circRNAs and mRNAs in SCI are listed in Tables 1 and 2. The most upregulated mRNAs and circRNAs in SCI were Cd8a (log_2_FC = 8.5) and RNO_CIRCpedia_5625 (log_2_FC = 6.2), respectively, while the most downregulated were Serhl2 (log2FoldChange = −4.8) and RNO_CIRCpedia_5663 (log_2_FC = −2.3).

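Probes of Cd8a and LOC100910371 had the largest rises listed in Table 2, an order that depends on sham signals near the lowest value on the arrays and on sham replicate 1. Without that array Apobec1 had the largest log2 fold change (9.27), and the Cd8a probes had 7.64 and 7.70, below Upk1b and a probe of LOC100910371 (both 8.25). Cd8a, the alpha chain of the CD8 co-receptor of T cells, had 2 probes with log2 fold changes of 8.53 and 8.33 (standard errors 0.78 and 0.56, limma adjusted p = 0.00706 and 0.00624). Those of LOC100910371 were 8.43 and 7.86. Lilrb4, an inhibitory receptor of myeloid cells, had a log2 fold change of 7.74, and Cd300ld, of the CD300 receptor family, one of 7.20. Apobec1, which encodes an RNA-editing cytidine deaminase, had a log2 fold change of 7.67, with sham values of 6.12, 1.35 and 1.32 in replicates 1, 2 and 3. All 10 listed probes that were higher and all 10 that were lower passed an adjusted p under 0.05 from limma. This is not independent evidence, because the study chose the list on these arrays. Serhl2 fell from 7.39 ± 0.73 to 2.55 ± 1.04 log2 units (mean ± SD, n = 3 rats per group), a log2 fold change of -4.84 (standard error 0.65, limma adjusted p = 0.0108). Both probes of Oas1k, of the oligoadenylate synthetase family, fell, with log2 fold changes of -4.23 and -2.91. Hoxd10, a homeobox transcription factor, had a log2 fold change of -3.16, Ryr1, a calcium release channel, one of -3.22, and Car7, a carbonic anhydrase, one of -2.96. Many of these differences are measured against signals near the lowest value on the arrays. The sham values of Cd300ld were between 1.30 and 2.12, and the SCI values of Serhl2 were between 1.36 and 3.31. With values below log2 5 set to 5, a setting chosen after the data were seen, the 10 higher probes had log2 fold changes from 3.96 to 7.47. AABR07030793.1 (7.47) and LOC100909671 (7.42) then came first, with the probes of Cd8a at 6.73 and 6.15 and those of LOC100910371 at 5.31 and 4.78. The 10 lower probes had log2 fold changes from -4.16 to -0.31, of which 9 passed. A probe of Oas1k then had the largest fall (-4.16), with Car7 at -2.40, Serhl2 at -2.39, Ryr1 at -1.41 and Hoxd10 at -1.05. Without sham replicate 3, when 5 arrays were tested, 9 of the 10 higher and 3 of the 10 lower probes passed. The median log2 fold change of the lower probes was then -3.18, against -3.09 over all arrays. Without sham replicate 1, also with 5 arrays, all 10 higher and 8 of the 10 lower probes passed.

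**Figure D3:**
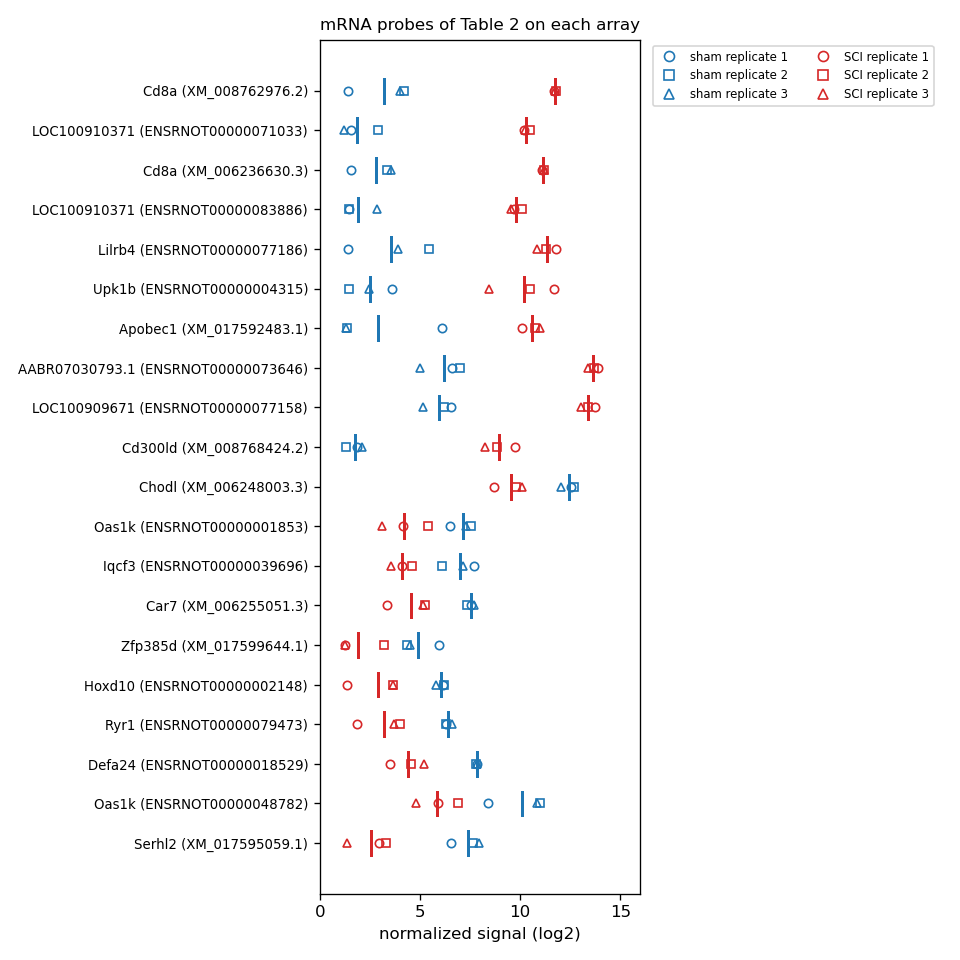
Normalized log2 signal (horizontal axis) of the 20 mRNA probes of Table 2, with the transcript identifier in brackets. Each symbol is 1 rat, sham in blue and SCI in red, and vertical bars are group means; the sham values of Cd300ld lie between 1.30 and 2.12.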

**Fig. 1:**
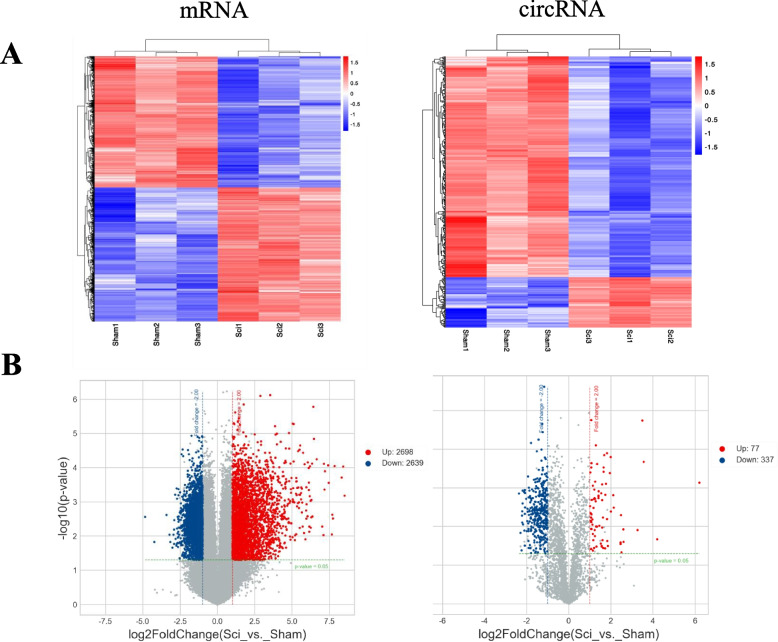
Expression profiles of circRNAs and mRNAs in the SCI and control groups. **A** Heatmaps showing the hierarchical clustering of differentially expressed circRNAs and mRNAs between the SCI and control groups. **B** Volcano plots showing the up-regulated and down-regulated circRNAs and mRNAs between the two groups. Up-regulated expression is indicated in red, and down-regulated expression is indicated in blue

**Table 1:** The ten most significantly up- and down-regulated circRNAs

**ID**	**Gene**	**Regulation**	**log2(fold-change)**	***P*-value**
RNO_CIRCpedia_5625	Gpnmb	Up	6.201847527	0.000739415
RNO_CIRCpedia_9210	Diaph3	Up	4.201207596	0.021539086
RNO_CIRCpedia_2816	Abca1	Up	3.557176697	0.000212097
RNO_CIRCpedia_2817	Abca1	Up	3.496915685	0.000018100
RNO_CIRCpedia_9131	Mboat1	Up	3.267827551	0.012431732
RNO_CIRCpedia_9819	Mad2l1	Up	2.603245315	0.025138884
RNO_CIRCpedia_6416	Arhgap10	Up	2.594929004	0.011900882
RNO_CIRCpedia_2639	Mis18bp1	Up	2.502351265	0.046708952
RNO_CIRCpedia_6360	Diaph3	Up	2.480652711	0.005127482
RNO_CIRCpedia_7090	Fnip2	Up	2.465080882	0.026194612
RNO_CIRCpedia_9791	Dync1i1	Down	−2.117374259	0.001286605
RNO_CIRCpedia_2607	Akap6	Down	−2.174283052	0.008870334
RNO_CIRCpedia_4333	Elmod1	Down	−2.194557941	0.002536671
RNO_CIRCpedia_3125	Dync1i1	Down	−2.195002954	0.001192992
RNO_CIRCpedia_8234	Hecw1	Down	−2.211353352	0.007908662
RNO_CIRCpedia_3957	Slc9b1	Down	−2.215322409	0.004055335
RNO_CIRCpedia_3320	Far2	Down	−2.224097049	0.005259303
RNO_CIRCpedia_5	Cntnap5b	Down	−2.246843231	0.041411020
RNO_CIRCpedia_8719	Scn1a	Down	−2.293958841	0.014596644
RNO_CIRCpedia_5663	Prmt8	Down	−2.364926330	0.001397406

**Table 2:** The ten most significantly up- and down-regulated mRNAs

**ID**	**Gene**	**Regulation**	**log2(fold-change)**	***P*-value**
XM_008762976.2	Cd8a	Up	8.526989698	0.000667062
ENSRNOT00000071033	LOC100910371	Up	8.426124928	0.000092400
XM_006236630.3	Cd8a	Up	8.328621002	0.000194529
ENSRNOT00000083886	LOC100910371	Up	7.855782413	0.000089800
ENSRNOT00000077186	Lilrb4	Up	7.742890474	0.003027550
ENSRNOT00000004315	Upk1b	Up	7.708363769	0.002377905
XM_017592483.1	Apobec1	Up	7.672429292	0.008973345
ENSRNOT00000073646	AABR07030793.1	Up	7.467178552	0.000278452
ENSRNOT00000077158	LOC100909671	Up	7.424956005	0.000085700
XM_008768424.2	Cd300ld	Up	7.203848507	0.000126514
XM_006248003.3	Chodl	Down	−2.892597836	0.003411325
ENSRNOT00000001853	Oas1k	Down	−2.906983511	0.017150164
ENSRNOT00000039696	Iqcf3	Down	−2.908392067	0.006489217
XM_006255051.3	Car7	Down	−2.959090551	0.009163195
XM_017599644.1	Zfp385d	Down	−3.026445232	0.021710918
ENSRNOT00000002148	Hoxd10	Down	−3.160293641	0.014992648
ENSRNOT00000079473	Ryr1	Down	−3.221028608	0.009133346
ENSRNOT00000018529	Defa24	Down	−3.419354784	0.002440430
ENSRNOT00000048782	Oas1k	Down	−4.233555972	0.014955077
XM_017595059.1	Serhl2	Down	−4.844542134	0.002740572

### Functional annotation of differentially expressed mRNAs

To gain insight into the functions played by differentially expressed mRNAs in SCI model rats, GO and KEGG enrichment analyses were performed. The most significantly upregulated DE mRNAs were associated with the GO BP, CC, and MF terms inflammatory response, extracellular space, and integrin binding, respectively (Fig. 2A), while the most significantly downregulated DE mRNAs were associated with the respective chemical synaptic transmission, synapse, and protein binding terms (Fig. 2B). Further KEGG analyses showed the most upregulated DE mRNAs to be enriched in the hematopoietic cell lineages, cytokine-cytokine receptor interactions, and osteoclast differentiation pathways, among others (Fig. 2C), while the most downregulated DE mRNAs were enriched in neuroactive ligand-receptor interactions, the glutamatergic synapse, and GABAergic synaptic pathways, among others (Fig. 2D).

**Fig. 2:**
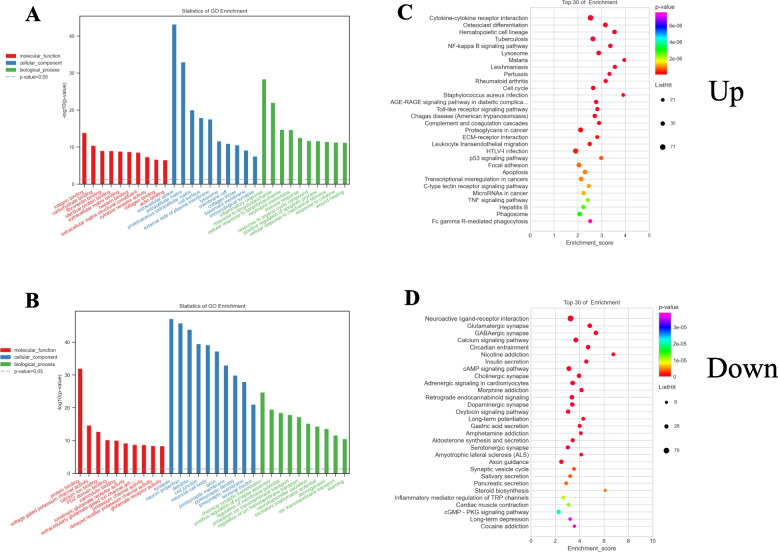
GO enrichment analysis (**A**, **B**) and KEGG pathway analysis (**C**, **D**) for the up- and downregulated differentially expressed mRNAs (**B**, **D**)

Mechanistically, circRNAs can function as ceRNAs by sequestering specific miRNAs and thereby indirectly controlling gene expression. 

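Among the 200 circRNAs and the 200 linear-transcript probes with the lowest limma p, 45 circRNAs and 183 linear probes were higher in SCI. Of the 40000 pairs that they form, 10869 (27.2%) had a Pearson correlation above 0.9 over the 6 arrays. Pairs that changed in the same direction made up 27.2% of all pairs. After each group's mean was subtracted, 542 pairs (1.36%) had a correlation above 0.9. A selection by absolute fold change, with no limit on p, held 51 higher circRNAs and 195 higher linear probes. Of its pairs, 13.1% had a correlation above 0.9, and 2.96% had one after the group means were subtracted. For the probes taken by p, the share after subtraction was 3.3% to 3.9% with 1 array left out. The share that unrelated probes would give was not determined, so the shares after subtraction do not show correlation within groups. The 6 arrays fall into 2 groups, so no correlation is given for a single pair.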

The top 200 up- and downregulated circRNAs and mRNAs that were dysregulated following SCI modeling were identified, revealing 379 circRNA-miRNA-mRNA pairs. A complete ceRNA network incorporating 39 circRNAs, 37 miRNAs, and 122 mRNAs was constructed. The DE mRNAs in this network were then further analyzed, with GO analyses showing that upregulated DE mRNAs were enriched in the cellular aromatic compound metabolic process (BP), fibrinogen complex (CC), and low-density lipoprotein particle binding (MF) terms (Fig. 3A), while the most downregulated DE mRNAs were enriched in the regulation of membrane potential (BP), cell junction (CC), and glycine transmembrane transporter activity (MF) terms (Fig. 3B). KEGG pathway analyses further indicated that the upregulated DE mRNAs were enriched in 30 pathways including ECM-receptor interactions, focal adhesion, and the PI3K-Akt signaling pathway (Fig. 3C), while downregulated DE mRNAs were enriched in the nicotine addiction, neuroactive ligand-receptor interaction, and retrograde endocannabinoid signaling pathways, among others (Fig. 3D). GSEA was used to evaluate all mRNAs in the microarray to identify the top 15 most upregulated pathways in SCI model rats (Supplementary Table 3). This showed that these pathways were closely linked to the inflammatory immune response, with enrichment for the cytokine-cytokine receptor interaction (rno04060), Toll-like receptor signaling (rno04620), and NF-kappa B signaling (rno04064) pathways (Fig. 4).

**Fig. 3:**
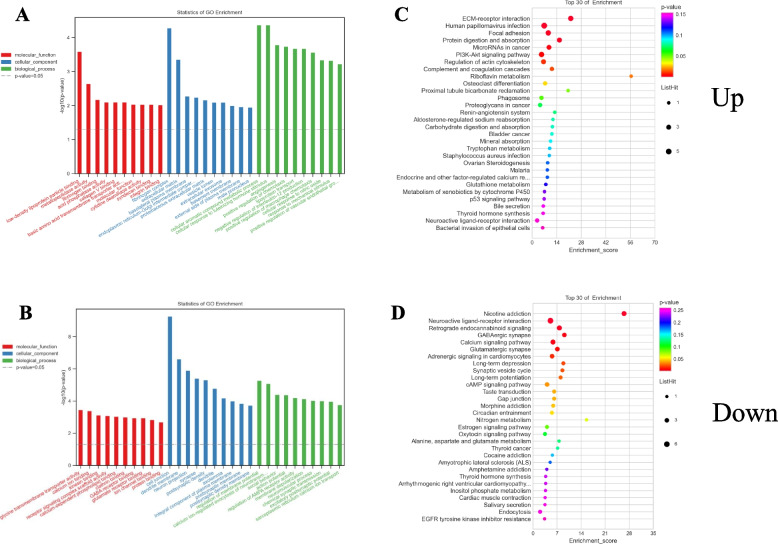
GO enrichment and pathway analysis for up- and downregulated mRNAs regulated by circRNA-miRNA. Top 10 enriched GO terms of up and down-regulated mRNAs regulated by circRNA-miRNA (**A**, **C**). KEGG pathway analysis of up- and down-regulated mRNAs regulated by circRNA-miRNA in SCI (**B**, **D**)

**Fig. 4:**
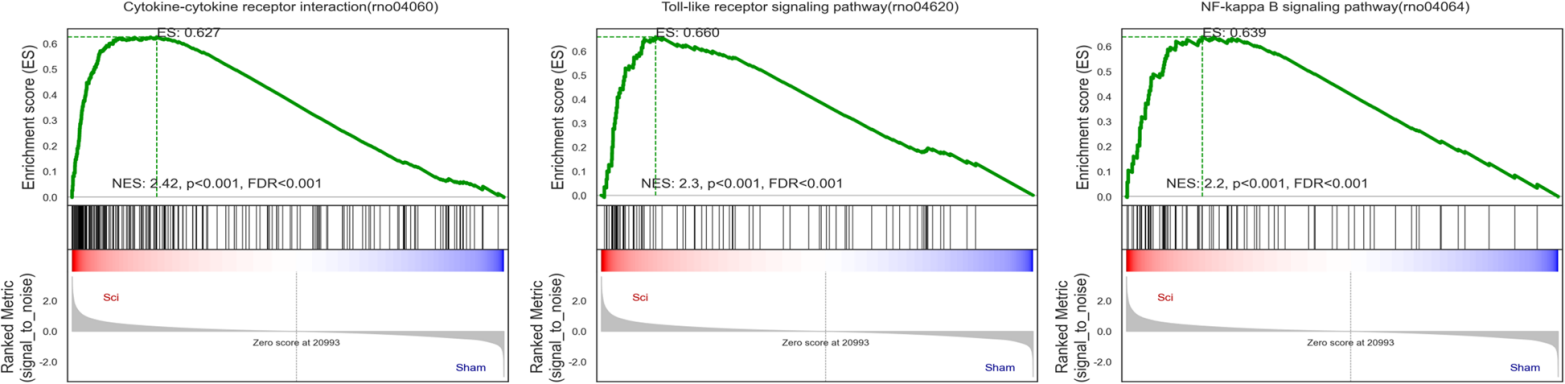
Gene Set Enrichment analysis (GSEA) for mRNAs

### qPCR-based verification of microarray results

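The arrays placed RNO_CIRCpedia_9210, RNO_CIRCpedia_6416 and RNO_CIRCpedia_4214 higher and RNO_CIRCpedia_5663 lower in SCI than in sham spinal cord. RNO_CIRCpedia_9210, from the formin gene Diaph3, had a log2 fold change of 4.20 (standard error 1.01, limma adjusted p = 0.0393). Its log2 fold change was 3.11 without sham replicate 1 and 2.76 with values below log2 5 set to 5. RNO_CIRCpedia_6416, from Arhgap10, had one of 2.59 (standard error 0.53, limma adjusted p = 0.0249), which was 2.01 and 1.45 under these settings. RNO_CIRCpedia_4214 was 7.69 ± 0.30 in sham and 8.72 ± 0.08 log2 units in SCI rats (mean ± SD, n = 3), a log2 fold change of 1.03 (standard error 0.18, limma adjusted p = 0.0169). RNO_CIRCpedia_5663, from the arginine methyltransferase gene Prmt8, was 7.58 ± 0.21 in sham and 5.22 ± 0.48 in SCI rats (limma adjusted p = 0.00913). Without sham replicate 1, the log2 fold change of RNO_CIRCpedia_4214 was 0.87, which is under 2-fold, with a limma adjusted p of 0.0153. All 4 circRNAs passed the adjusted p without sham replicate 1 and without sham replicate 2, when 5 arrays were tested. With 5 arrays as well, 1 passed without SCI replicate 1, 1 without SCI replicate 2, and 2 without sham replicate 3 or SCI replicate 3. The loss thus depended on which array was left out, while the fold changes stayed about as large. Over the 4 settings with a loss, the log2 fold change was 3.92 to 4.55 for RNO_CIRCpedia_9210 and 2.54 to 2.83 for RNO_CIRCpedia_6416. It was 1.01 to 1.16 for RNO_CIRCpedia_4214 and -2.61 to -2.14 for RNO_CIRCpedia_5663.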

To verify the microarray findings, four mRNAs (NLRP3, Msr1, Tlr6, Caspase-1) and four circRNAs (RNO_CIRCpedia_9210, RNO_CIRCpedia_6416, RNO_CIRCpedia_4214, RNO_CIRCpedia_5663) were selected at random for qPCR-based verification (Fig. 5A, B). These results confirmed the findings of the microarray analyses, thus reaffirming the reliability of these results.

**Fig. 5:**
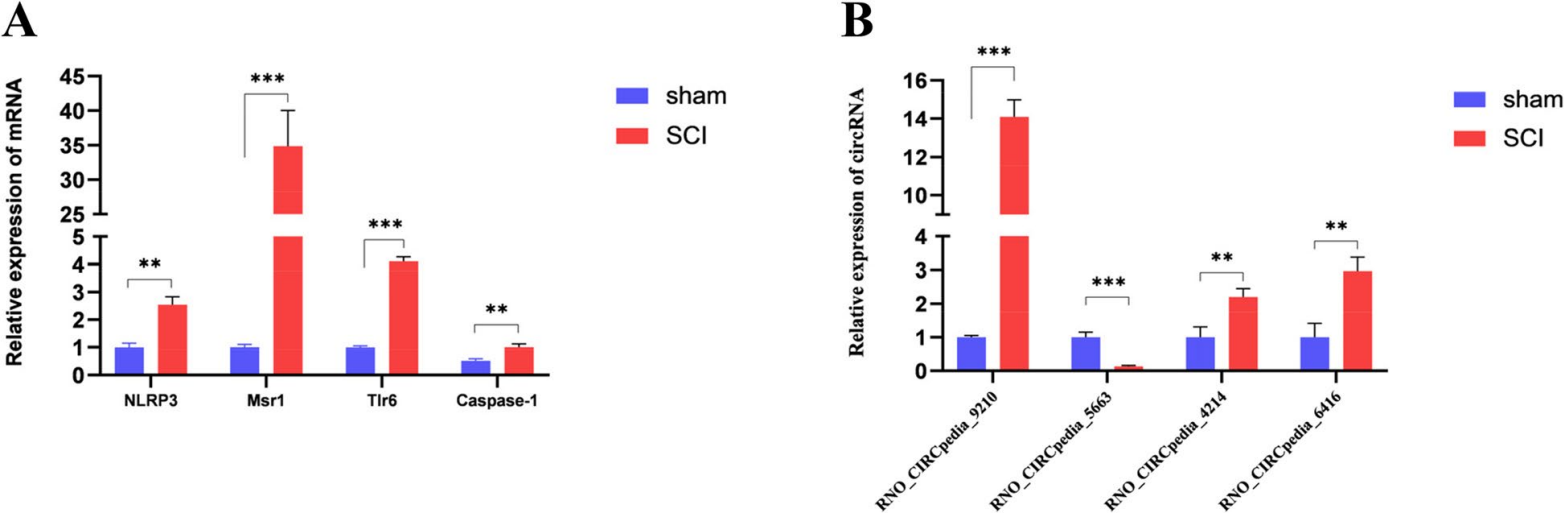
Verification of differentially expressed mRNAs (**A**) and circRNAs (**B**) by qPCR in the SCI group (*n* = 3). The data are presented as the mean ± SD (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001, compared with the sham group (*n* = 3) (Student’s t-test)

### Immune inflammation-related ceRNA network establishment

To further explore the role of immune-mediated inflammatory activity within the spinal cord following SCI, mRNAs identified as associated with inflammatory and immune GO and KEGG terms were selected, leading to the identification of 31 upregulated DE mRNAs (> 2 FC, *P* < 0.05) including C5ar1, Cdca3, Tnc, and Msr1. Then, circRNA-miRNA-mRNA networks were constructed for these mRNA targets, resulting in the establishment of a network composed of 31 mRNAs, 13 miRNAs, and 10 circRNAs (Fig. 6). This network suggested that RNO_CIRCpedia_8103, RNO_CIRCpedia_8106, RNO_CIRCpedia_1226, RNO_CIRCpedia_3265, RNO_CIRCpedia_4214, RNO_CIRCpedia_4234, RNO_CIRCpedia_5106, RNO_CIRCpedia_6946, RNO_CIRCpedia_6962, RNO_CIRCpedia_7633 may act as ceRNAs to control the expression of the identified immunity and inflammation-associated mRNAs, thereby shaping the pathogenesis of SCI.

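All 10 circRNAs of the network had higher mean signals in SCI than in sham spinal cord. Of the 10, 8 passed an adjusted p under 0.05 from limma with a fold change over 2, and all 10 passed when adjusted over the list alone. The study chose the list on these arrays as changed, so neither the direction nor these counts are independent evidence. RNO_CIRCpedia_3265 had a log2 fold change of 2.00 (standard error 0.31, limma adjusted p = 0.0135). RNO_CIRCpedia_4234 rose from 6.74 ± 0.25 to 8.28 ± 0.23 log2 units (mean ± SD, n = 3). RNO_CIRCpedia_1226 rose by 1.07 log2 units, with a standard error of 0.09. RNO_CIRCpedia_6946 and RNO_CIRCpedia_6962 had log2 fold changes of 1.07 and 1.25, and RNO_CIRCpedia_8103 and RNO_CIRCpedia_8106 of 1.45 and 1.13. RNO_CIRCpedia_5106 and RNO_CIRCpedia_7633 did not pass, with log2 fold changes of 2.46 and 1.64 and limma adjusted p of 0.0515 and 0.0649. Both had their lowest value in sham replicate 1, and without that array both passed, with log2 fold changes of 1.75 and 1.11, while 8 of the 10 were then over 2-fold. Without SCI replicate 1 or SCI replicate 2, when 5 arrays were tested, 4 of the 10 passed. The median log2 fold change of the 10 was then 1.27 and 1.36, against 1.35 over all arrays. Without sham replicate 1, also with 5 arrays, all 10 passed the adjusted p. With values below log2 5 set to 5, the log2 fold change of RNO_CIRCpedia_8103 was 0.05. From the network, the paper proposes that these circRNAs may act as ceRNAs, which bind miRNAs and so relieve mRNAs of them, for genes of immunity and inflammation.

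**Figure D4:**
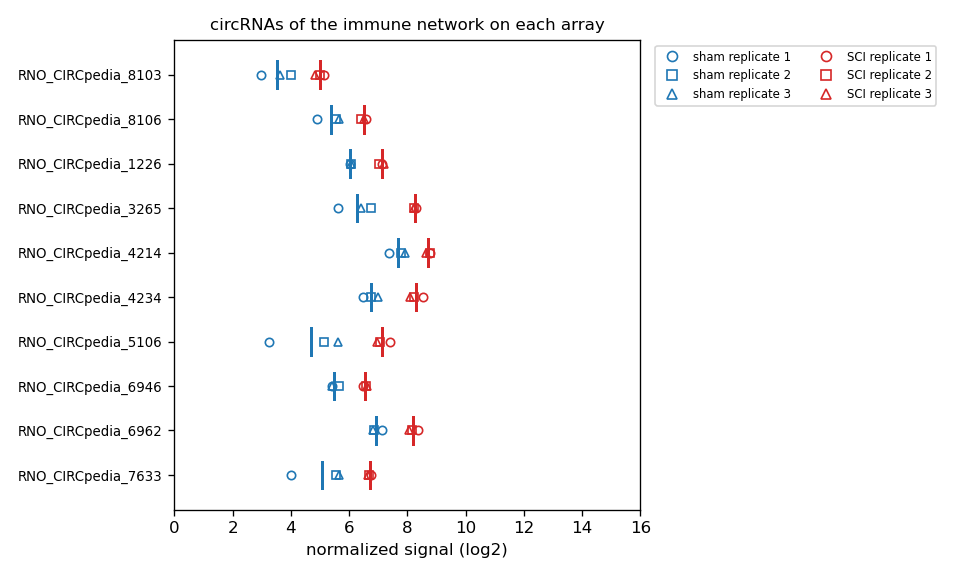
Normalized log2 signal (horizontal axis) of the 10 circRNAs of the network. Each symbol is 1 rat, sham in blue and SCI in red, and vertical bars are group means; in each circRNA the 3 SCI rats lie above the 3 sham rats.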

**Fig. 6:**
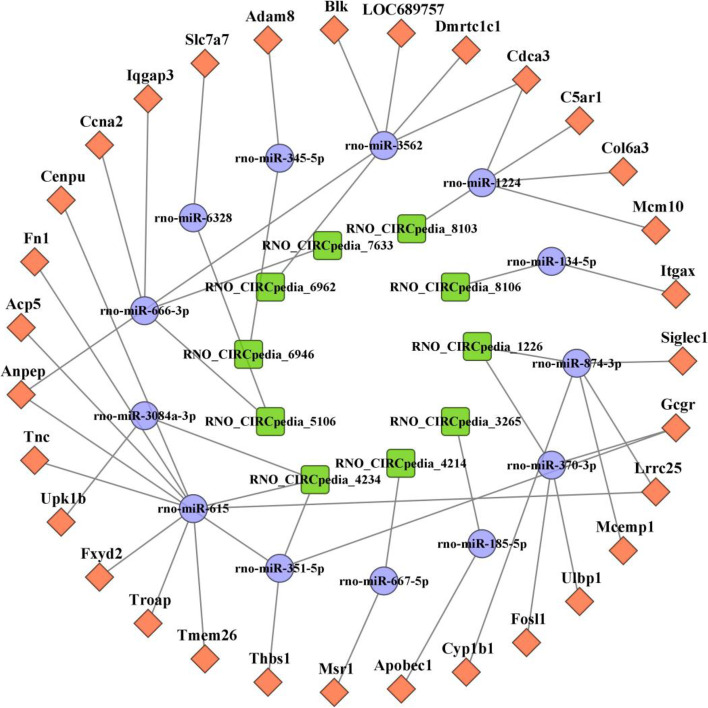
Construction of the circRNA-miRNA-mRNA ceRNA network based on selected genes related to immune and inflammation. The ceRNA regulatory network includes 31 mRNAs, 13 miRNAs and 10 circRNAs. The orange rectangular nodes represent mRNAs, the blue circular nodes indicate miRNAs, and green rectangular nodes denote circular RNAs

### RNO_Circpedia_4214 controls the polarization of macrophages

To verify the roles of the identified circRNAs as regulators of immune-mediated inflammatory activity, the RNO_CIRCpedia_4214/rno-miR-667-5p/Msr1 axis was selected for in vitro evaluation. Initial Sanger sequencing confirmed that RNO_CIRCpedia_4214 contained a back-spliced junction consistent with its circular nature (Fig. 7A), and RNA-FISH indicated that this circRNA primarily localized to the cytoplasm (Fig. 7B). qPCR confirmed that after LPS treatment, macrophages upregulated both RNO_CIRCpedia_4214 and Msr1 (Fig. 7C). Lower levels of RNO-miR-667-5p expression in macrophages were also seen after LPS treatment (Fig. 7C). After RNO_CIRCpedia_4214 knockdown, lower levels of the circRNA were seen in macrophages, confirming the efficiency of siRNA transfection, with a corresponding drop in Msr1 and iNOS expression, while RNO-miR-667-5p and Arg1 levels increased in the cells (Fig. 7D). Western immunoblotting also indicated that RNO_CIRCpedia_4214 silencing promoted macrophage polarization toward the M2 subtype in comparison with control macrophages (Fig. 7E). Figure 7F shows the putative binding sites between RNO_CIRCpedia_4214 and rno-miR-667-5p. In addition, dual-luciferase assays indicated that RNO_CIRCpedia_4214 could bind to rno-miR-667-5p (Fig. 7G).

**Fig. 7:**
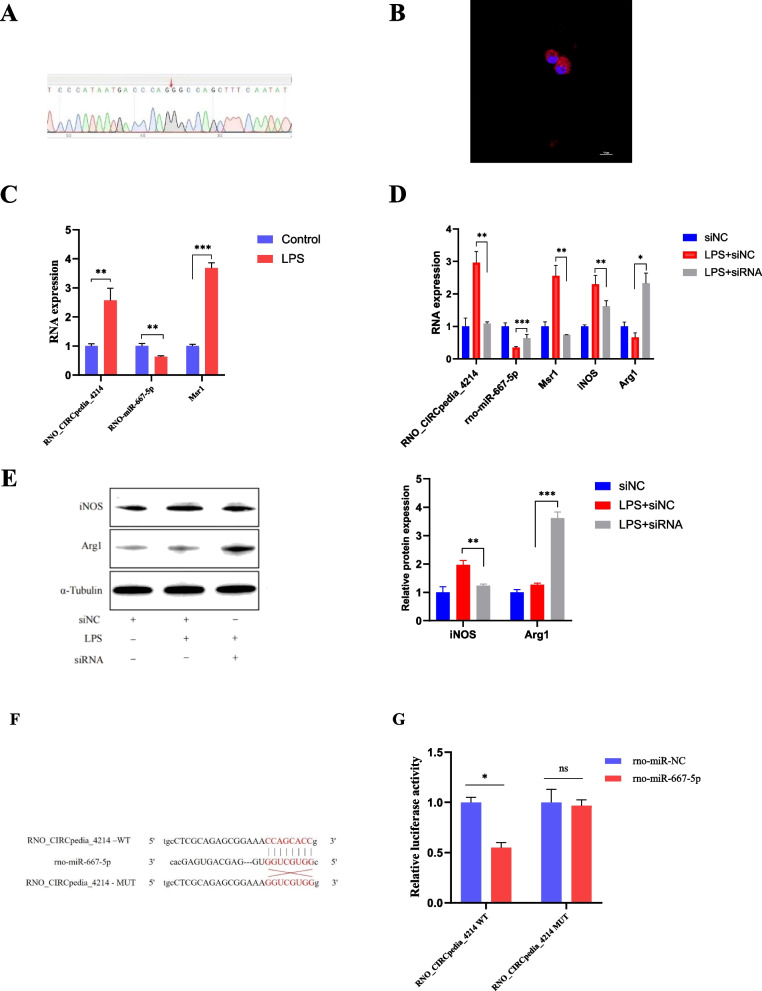
RNO_CIRCpedia_4214 facilitated macrophage polarization to the M2 type. **A** Sanger sequencing confirmed the back-splice junction sites of RNO_CIRCpedia_4214. **B** RNA FISH showed that RNO_CIRCpedia_4214 was predominantly localized in the cytoplasm. RNO_CIRCpedia_4214 probes were labeled with Cy-3. The nuclei were stained with DAPI. Scale bar, 10 µm. **C**–**E** The expression levels of RNO_CIRCpedia_4214, rno-miR-667-5p, Msr1, iNOS and Arg1 mRNA or protein were detected by RT-qPCR and western blotting, respectively, in macrophages transfected with siRNA, as well as controls. **F** The putative binding sequences between RNO_CIRCpedia_4214 and RNO-miR-667-5p. **G** Dual-luciferase reporter assays were performed to verify whether RNO-miR-667-5p was a target of RNO_CIRCpedia_4214. The data are presented as the mean ± SD (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001

## Discussion

There is substantial evidence supporting the ability of circRNAs to influence both normal growth and development as well as pathological processes through mechanisms linked to oxidative stress, proliferation, inflammation, autophagy, apoptosis, and differentiation, among others [17–19]. Efforts to clarify how circRNAs shape the pathogenesis of SCI have the potential to develop treatments for this debilitating condition; however, the information on this topic is relatively limited. Experimental methods for circRNA prediction are still expensive and time-consuming. Therefore, various bioinformatic computational models for predicting circRNA-disease associations have been developed [20–22], such as network algorithm-based and machine learning-based models and the LLCDC method, for the accurate and efficient screening of circRNAs associated with diseases. In this study, we explored circRNA closely related to SCI in rats by microarray and bioinformatics analyses. CircRNAs and mRNAs that were dysregulated in a rat model of SCI were investigated, leading to the identification of 5337 DE mRNAs and 414 DE circRNAs in SCI model rats relative to control animals. As the immune inflammatory response forms a major part of the secondary SCI injury, we analyzed the genes involved in these pathways in detail and constructed the ceRNA network, hoping to provide a new therapeutic direction and molecular basis for the treatment of SCI. Figure 8 shows the flow-chat of the present study.

**Fig. 8:**
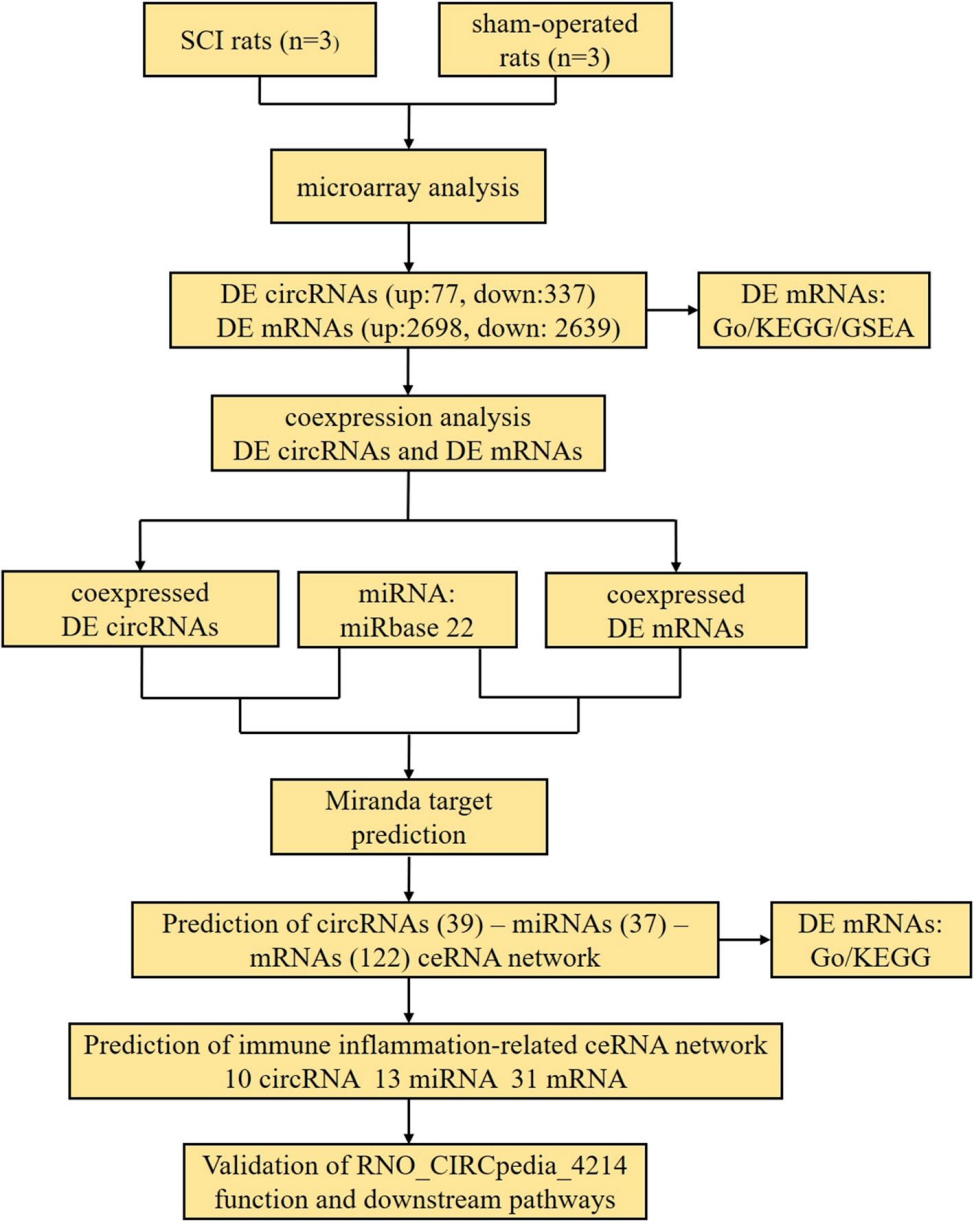
The flow chart of this study

The roles of the identified DE mRNA were investigated using GO and KEGG analyses. Upregulated DE mRNAs were associated with GO terms such as fibrin junctions, extracellular matrix composition, cytokine receptor activity, inflammatory immune response, and apoptosis, while downregulated DE mRNAs were associated with ion channel activity, neuronal projections, and positive regulation of synapse assembly. KEGG analyses also revealed these DE mRNAs to be enriched in the phospholipase D, retrograde endocannabinoid, and calcium signaling pathways. Retrograde endocannabinoid signaling is capable of decreasing synaptic strength over extended periods [23], while calcium signaling controls the release of neurotransmitters and neuronal energy metabolism [24], and phospholipase D controls neurite growth, nerve cell endocytic activity, and membrane transport [25]. The GSEA analysis supported the importance of inflammatory pathways, including cytokine-cytokine receptor interactions, TLR signaling, and NF-κB signaling pathways. These data are consistent with findings from Ren et al., who studied traumatic brain injury in humans, revealing a key role for inflammatory immune deficiencies in the context of CNS trauma [26]. Based on the above analyses, the present results support a role for the identified DE mRNAs in the pathogenesis of SCI through various mechanisms, suggesting many directions for the development of treatment to improve patient outcomes.

SCI-associated damage to the nervous system results from both primary mechanical injury and a complex cascade of secondary damage. Treatment efforts explored to date include immunoregulatory, regenerative, and neuroprotective approaches [1]. Recently, researchers have found that circRNA can protect nerve cells by targeting the expression of circRNAs in nerve cells, suggesting novel potential treatments for neurological diseases. Yao et al. demonstrated the anti-apoptotic activity of circRNA.7079 in NSC-34 cells via a mmu-miR-6953-5p-LGALS3 pathway, thereby protecting neuronal cells [27]. Liu et al. additionally found that circ_HIPK3 acts as a pathogenic inhibitor of neuronal apoptotic death following CoCl-_2_ treatment via the upregulation of DUSP19 mediated by miR-222-3p [28]. Moreover, Wu et al. determined that silencing of circRNA_01477 led to significant upregulation of miRNA 423-5p, resulting in reduced astrocyte migration and proliferation and highlighting a role for this pathway in the context of axonal regeneration in SCI [29].

The immune system-mediated inflammatory response is an important microenvironmental factor associated with the pathogenesis of SCI. The identification of critical circRNAs that can suppress inflammation has the potential to enhance angiogenic activity, prevent neuronal cell damage, and alter excitatory neurotransmitter secretion to promote healing following SCI [1]. Recent evidence suggests that circRNAs can act as sponges for miRNAs, regulating gene expression and, in turn, controlling macrophages and other cell types, suppressing inflammatory cytokine release and mitigating neuronal damage. For example, Circ_ANRIL can sponge miR-622 and can thus negatively regulate the expression of this miRNA in OGD/R-treated human microvascular endothelial cells [30]. The silencing of Circ_ANRIL can also suppress inflammation and apoptotic cell death through miR-622-dependent regulatory activity [30].

Advances in the prediction of molecular interactions using computational biology has led to the development of prediction models such as GCNCRF [31], NDALMA [32], and GCNAT [33]. These allow the efficient prediction of miRNA-circRNA/lncRNA interactions and contribute significantly to our understanding of circRNA/lncRNA functions in many diseases. Many researchers believe that computational biology is one of the important directions for researching diseases in the future. In this study, a ceRNA network specifically composed of immune inflammation-related targets was constructed by computational biology. This study is the first to our knowledge to have employed bioinformatics techniques to assess the role of circRNA-mediated ceRNA activity as a regulator of post-SCI immune inflammatory activity. It will provide potential key targets for the treatment of SCI.

Macrophages are a unique type of immune cell with important functions, which are divided into two categories in the central nervous system, namely, specific central nervous system-resident macrophages (microglia) and bone marrow-derived macrophages (BMDM) [34]. During the secondary injury of SCI, infiltrated BMDMs migrate to the injury center, while microglia derived from macrophages are distributed near the site of injury [34]. Therefore, macrophages near the center of the lesion are mainly of the BMDM type. Macrophages show dynamic changes in phenotypic morphology and function, which can be roughly divided into the M0 phenotype (resting homeostatic) to the M1 phenotype (pro-inflammatory), and the M2 phenotype (anti-inflammatory) [34]. Within hours of SCI, macrophages transform into the M1 type, releasing a large number of inflammatory factors and causing damage to neurons [34]. Therefore, during the inflammatory reaction in SCI, regulating the polarization of macrophages toward the M2 phenotype or reducing the polarization toward the M1 phenotype may be an effective method to reduce the degree of secondary SCI [35].

The present analyses highlighted the macrophage scavenger receptor 1 (Msr1) as a target in the constructed immune inflammation-associated ceRNA network. As a scavenger receptor, Msr1 plays a role in processes such as bone metabolism, host defense, regulation of inflammation, and the endocytosis of modified low-density lipoprotein [36, 37]. Guo et al. observed enhanced JNK activation in macrophages that had been activated with IL-4 when Msr1 was triggered, leading to a phenotypic shift in these cells away from an anti-inflammatory phenotype and toward a pro-inflammatory phenotype [38]. Msr1 can also facilitate macrophage transformation into foam cells through myelin sheath fragment phagocytosis and controls inflammatory mediator release via NF-κB signaling activity, ultimately contributing to the apoptotic death of neurons after SCI [39]. Govaere et al. found that under the induction of saturated fatty acids, MSR1 can induce macrophage proinflammatory reaction through the JNK signaling pathway, and aggravate non-alcoholic fatty liver disease (NAFLD) [40]. Researchers used monoclonal antibodies to target MSR1 in obesity-related NAFLD mouse models and found that foam macrophages and inflammatory factors were significantly reduced [40]. In addition, it has been reported in many studies that rno-miR-667-5p participates in multiple ceRNA mechanisms to regulate disease development. According to the study by Feng et al., bone marrow mesenchymal stem cells inhibit liver fibrosis through a lnc-BIHAA1/rno-miR-667-5p-mediated mechanism [41]. Overexpression of rno-miR-667-5p in hepatic stellate cell aggravates the progression of fibrosis [41]. CircPan3 targets miR-667-5p to increase ghrelin synthesis and chondrocyte autophagy, which protects against osteoporosis injury, according to Zeng et al. [42]. Li et al. reported that in the pathogenesis of diabetic nephrosis, circ_0000181 promoted the activation of the NLRC4 inflammasome through competitive sponging of miR-667-5p, promoted the release of IL-1β and IL-18, and caused pyroptosis of MRTEC cells [43]. Li et al. reported that caspase-1 inhibition (Vx-765) can promote microglia to change from M1 type to M2 type, reduce the secretion of inflammatory factors, and achieve the effect of protecting neurons in the process of the mouse model of ischemic stroke [44]. Therefore, miR-667-5p may be involved in regulating the polarization of macrophages. Accordingly, the RNO_CIRCpedia_4214/RNO-miR-667-5p/Msr1 axis was chosen as a focus for macrophage polarization experimental verification. The important condition that a circRNA can play the ceRNA mechanism is that it is mainly located in the cytoplasm [45]. We found RNO_CIRCpedia_4214 is mainly located in the cytoplasm through FISH experiment, so it may play a role through ceRNA mechanism. Silencing the expression of this circRNA in macrophages led to upregulation of RNO-miR-667-5p, while Msr1 was downregulated, which was consistent with the bioinformatics results predicting the regulatory axis of RNO_CIRCpedia_4214. Dual-luciferase reporter assays confirmed that RNO_CIRCpedia_4214 can bind directly to RNO-miR-667-5p. Moreover, RNO_CIRCpedia_4214 silencing was found to promote M2 macrophage polarization. Thus, these results provide preliminary support for a link between the RNO_CIRCpedia_4214/RNO-miR-667-5p/Msr1 axis and the immune inflammatory response.

This analysis has a number of limitations. For one, the sample size was relatively limited, and further large-scale microarray analyses have the potential to yield more comprehensive mRNA and circRNA expression profiles. Second, SCI is a dynamic disease process, and patterns of gene expression are thus in constant flux. Accordingly, efforts to assess mRNA and circRNA levels at different time points may yield additional novel insights. Third, our experiments were limited to the experimental validation of animal samples rather than human samples. Fourth, the functional analyses conducted were only completed at the cellular level, highlighting the need for in vivo verification of these results in a more complex environment. Accordingly, future research will focus on the RNO_CIRCpedia_4214/RNO-miR-667-5p/Msr1 axis in vivo*.* Lastly, individual circRNAs can bind several miRNAs, which can, in turn, bind several mRNAs [46]. The blocking of one circRNA is thus not sufficient to fully confirm the proposed network relationships, given that such regulatory activity may be highly complex, necessitating more systematic studies, like rescue experiments and RNA pull-down assay, etc.

In this study, bioinformatics analysis showed that many mRNAs and circRNAs were abnormally expressed in the context of SCI pathogenesis. Through the construction of an immune inflammatory-related ceRNA network, interactions among these genes and ncRNAs were further explored to better understand the roles that these targets may play in this deleterious process. RNO_CIRCpedia_4214 may sponge RNO-miR-667-5p to stimulate Msr1 and promotes macrophage M2-like polarization, thus constructing RNO_CIRCpedia_4214/RNO-miR-667-5p/Msr1 axis in SCI.

## Supplementary Information

**Additional file 1: Supplementary Table 1.** Primers for qRT-PCR. **Supplementary Table 2.** Probe sequence of RNO_CIRCpedia_4214. **Supplementary Table 3.** The top 15 most upregulated GSEA approach in SCI.

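The primers of the first table amplify cDNA in qRT-PCR, in which the cycle at which a product appears measures the amount of RNA. The probe of the second table was used for RNA-FISH of RNO_CIRCpedia_4214, in which a labelled oligonucleotide binds the RNA in fixed cells. The probe, TGGCCCTGGGTCATTATGGGAGTGA, has 25 nt, and its reverse complement is TCACTCCCATAATGACCCAGGGCCA. The 3′ end of the forward primer for the same circRNA, TGTTTGTGGTGCCTCACTCCC, shares 8 nt (TCACTCCC) with the start of that reverse complement, so that the probe is antisense to the strand that the forward primer copies in sequence. The third table lists gene sets from GSEA, which ranks all genes by their difference between the groups and scores whether a set lies toward an end of the ranking.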

**Additional file 2: Supplemental Figure 1.** Untrimmed original image of Fig. 7E. Different lanes 1-3 are siNC, siNC+LPS, siRNA+LPS, respectively. The image marked in red box is original image of Fig. 7E. Due to improper operation in clipping the image, the images of the original blots of Arg1 in Figure ① is missing. We will pay attention to the integrity of the original image in future work.

## Data Availability

The original datasets in this study are stored in the GEO database of the National Biotechnology Information Center (NCBI) under accession number GSE210609.

## References

[1] Anjum A, Yazid MDI, FauziDaud M, Idris J, Ng AMH, SelviNaicker A, Ismail OHR, Athi Kumar RK, Lokanathan Y (2020). Spinal cord injury: pathophysiology, multimolecular interactions, and underlying recovery mechanisms. Int J Mol Sci.

[2] Fan B, Wei Z, Yao X, Shi G, Cheng X, Zhou X, Zhou H, Ning G, Kong X, Feng S (2018). Microenvironment imbalance of spinal cord injury. Cell Transplant.

[3] Khorasanizadeh M, Yousefifard M, Eskian M, Lu Y, Chalangari M, Harrop JS, Jazayeri SB, Seyedpour S, Khodaei B, Hosseini M, et al. Neurological recovery following traumatic spinal cord injury: a systematic review and meta-analysis. J Neurosurg Spine. 2019;30(5):683-99.10.3171/2018.10.SPINE1880230771786

[4] O’Shea TM, Burda JE, Sofroniew MV (2017). Cell biology of spinal cord injury and repair. J Clin Invest.

[5] Santer L, Bär C, Thum T (2019). Circular RNAs: a novel class of functional RNA molecules with a therapeutic perspective. Mol Ther.

[6] Qu S, Yang X, Li X, Wang J, Gao Y, Shang R, Sun W, Dou K, Li H (2015). Circular RNA: a new star of noncoding RNAs. Cancer Lett.

[7] Chen J, Chen T, Zhu Y, Li Y, Zhang Y, Wang Y, Li X, Xie X, Wang J, Huang M (2019). circPTN sponges miR-145-5p/miR-330-5p to promote proliferation and stemness in glioma. J Exp Clin Cancer Res.

[8] Chen W, Wang H, Feng J, Chen L (2020). Overexpression of circRNA circUCK2 attenuates cell apoptosis in cerebral ischemia-reperfusion injury via miR-125b-5p/GDF11 signaling. Mol Ther Nucleic Acids.

[9] Ma N, Pan J, Wen Y, Wu Q, Yu B, Chen X, Wan J, Zhang W (2021). circTulp4 functions in Alzheimer’s disease pathogenesis by regulating its parental gene, Tulp4. Mol Ther.

[10] Liu Q, Li Q, Zhang R, Wang H, Li Y, Liu Z, Xie W, Geng D, Wang L (2022). circ-Pank1 promotes dopaminergic neuron neurodegeneration through modulating miR-7a-5p/α-syn pathway in Parkinson’s disease. Cell Death Dis.

[11] Ye X, Chen Y, Wang J, Chen J, Yao Y, Wang L-L, Zhao F (2021). Identification of circular RNAs related to vascular endothelial proliferation, migration, and angiogenesis after spinal cord injury using microarray analysis in female mice. Front Neurol.

[12] Tong D, Zhao Y, Tang Y, Ma J, Wang Z, Li C (2021). Circ-Usp10 promotes microglial activation and induces neuronal death by targeting miRNA-152-5p/CD84. Bioengineered.

[13] Wang W, He D, Chen J, Zhang Z, Wang S, Jiang Y, Wei J (2021). Circular RNA Plek promotes fibrogenic activation by regulating the miR-135b-5p/TGF-βR1 axis after spinal cord injury. Aging (Albany NY).

[14] Cao J, Tang T, Tan J, Chen Q, Yuan J, Li T, Cheng X (2023). Expression profiles of long noncoding RNAs and messenger RNAs in a rat model of spinal cord injury. Comput Math Methods Med.

[15] Tay Y, Kats L, Salmena L, Weiss D, Tan SM, Ala U, Karreth F, Poliseno L, Provero P, Di Cunto F (2011). Coding-independent regulation of the tumor suppressor PTEN by competing endogenous mRNAs. Cell.

[16] Fang M, Dai H, Yu G, Gong F (2005). Gene delivery of SOCS3 protects mice from lethal endotoxic shock. Cell Mol Immunol.

[17] He AT, Liu J, Li F, Yang BB (2021). Targeting circular RNAs as a therapeutic approach: current strategies and challenges. Signal Transduct Target Ther.

[18] Chen X, Yang T, Wang W, Xi W, Zhang T, Li Q, Yang A, Wang T (2019). Circular RNAs in immune responses and immune diseases. Theranostics.

[19] Wang Y, Mo Y, Peng M, Zhang S, Gong Z, Yan Q, Tang Y, He Y, Liao Q, Li X (2022). The influence of circular RNAs on autophagy and disease progression. Autophagy.

[20] Wang C-C, Han C-D, Zhao Q, Chen X (2021). Circular RNAs and complex diseases: from experimental results to computational models. Brief Bioinform.

[21] Ge E, Yang Y, Gang M, Fan C, Zhao Q (2020). Predicting human disease-associated circRNAs based on locality-constrained linear coding. Genomics.

[22] Zhao Q, Yang Y, Ren G, Ge E, Fan C (2019). Integrating bipartite network projection and KATZ measure to identify novel CircRNA-disease associations. IEEE Trans Nanobioscience.

[23] Castillo PE, Younts TJ, Chávez AE, Hashimotodani Y (2012). Endocannabinoid signaling and synaptic function. Neuron.

[24] Brini M, Calì T, Ottolini D, Carafoli E (2014). Neuronal calcium signaling: function and dysfunction. Cell Mol Life Sci.

[25] Kanaho Y, Funakoshi Y, Hasegawa H (2009). Phospholipase D signalling and its involvement in neurite outgrowth. Biochim Biophys Acta.

[26] Ren D, Chen W, Cao K, Wang Z, Zheng P (2020). Expression profiles of long non-coding RNA and messenger RNA in human traumatic brain injury. Mol Ther Nucleic Acids.

[27] Yao Y, Wang J, He T, Li H, Hu J, Zheng M, Ding Y, Chen Y-Y, Shen Y, Wang L-L (2020). Microarray assay of circular RNAs reveals cicRNA.7079 as a new anti-apoptotic molecule in spinal cord injury in mice. Brain Res Bull.

[28] Liu Y, Ao S, Zhang H, Zhang Y, Wang Y, Yang X, Leng H (2021). Circ_HIPK3 alleviates CoCl-induced apoptotic injury in neuronal cells by depending on the regulation of the miR-222-3p/DUSP19 axis. Biochem Biophys Res Commun.

[29] Wu R, Mao S, Wang Y, Zhou S, Liu Y, Liu M, Gu X, Yu B (2019). Differential circular RNA expression profiles following spinal cord injury in rats: a temporal and experimental analysis. Front Neurosci.

[30] Jiang S, Zhao G, Lu J, Jiang M, Wu Z, Huang Y, Huang J, Shi J, Jin J, Xu X (2020). Silencing of circular RNA ANRIL attenuates oxygen-glucose deprivation and reoxygenation-induced injury in human brain microvascular endothelial cells by sponging miR-622. Biol Res.

[31] Wang W, Zhang L, Sun J, Zhao Q, Shuai J (2022). Predicting the potential human lncRNA-miRNA interactions based on graph convolution network with conditional random field. Brief Bioinform.

[32] Zhang L, Yang P, Feng H, Zhao Q, Liu H (2021). Using network distance analysis to predict lncRNA-miRNA interactions. Interdiscip Sci.

[33] Sun F, Sun J, Zhao Q (2022). A deep learning method for predicting metabolite-disease associations via graph neural network. Brief Bioinform.

[34] Zhou J, Li Z, Wu T, Zhao Q, Zhao Q, Cao Y (2020). LncGBP9/miR-34a axis drives macrophages toward a phenotype conducive for spinal cord injury repair via STAT1/STAT6 and SOCS3. J Neuroinflammation.

[35] Li X, Kang J, Lv H, Liu R, Chen J, Zhang Y, Zhang Y, Yu G, Zhang X, Ning B (2021). CircPrkcsh, a circular RNA, contributes to the polarization of microglia towards the M1 phenotype induced by spinal cord injury and acts via the JNK/p38 MAPK pathway. FASEB J.

[36] Zhao S-J, Kong F-Q, Jie J, Li Q, Liu H, Xu A-D, Yang Y-Q, Jiang B, Wang D-D, Zhou Z-Q (2020). Macrophage MSR1 promotes BMSC osteogenic differentiation and M2-like polarization by activating PI3K/AKT/GSK3β/β-catenin pathway. Theranostics.

[37] Kelley JL, Ozment TR, Li C, Schweitzer JB, Williams DL (2014). Scavenger receptor-A (CD204): a two-edged sword in health and disease. Crit Rev Immunol.

[38] Guo M, Härtlova A, Gierliński M, Prescott A, Castellvi J, Losa JH, Petersen SK, Wenzel UA, Dill BD, Emmerich CH (2019). Triggering MSR1 promotes JNK-mediated inflammation in IL-4-activated macrophages. EMBO J.

[39] Kong F-Q, Zhao S-J, Sun P, Liu H, Jie J, Xu T, Xu A-D, Yang Y-Q, Zhu Y, Chen J (2020). Macrophage MSR1 promotes the formation of foamy macrophage and neuronal apoptosis after spinal cord injury. J Neuroinflammation.

[40] Govaere O, Petersen SK, Martinez-Lopez N, Wouters J, Van Haele M, Mancina RM, Jamialahmadi O, Bilkei-Gorzo O, Lassen PB, Darlay R (2022). Macrophage scavenger receptor 1 mediates lipid-induced inflammation in non-alcoholic fatty liver disease. J Hepatol.

[41] Feng Y, Li Y, Xu M, Meng H, Dai C, Yao Z, Lin N (2022). Bone marrow mesenchymal stem cells inhibit hepatic fibrosis via the AABR07028795.2/rno-miR-667–5p axis. Stem Cell Res Ther.

[42] Zeng J, Zhang Z, Liao Q, Lu Q, Liu J, Yuan L, Liu G (2021). CircPan3 promotes the ghrelin system and chondrocyte autophagy by sponging miR-667-5p during rat osteoarthritis pathogenesis. Front Cell Dev Biol.

[43] Li Y, Yu W, Xiong H, Yuan F (2022). Circ_0000181 regulates miR-667-5p/NLRC4 axis to promote pyroptosis progression in diabetic nephropathy. Sci Rep.

[44] Li Q, Dai Z, Cao Y, Wang L (2019). Caspase-1 inhibition mediates neuroprotection in experimental stroke by polarizing M2 microglia/macrophage and suppressing NF-κB activation. Biochem Biophys Res Commun.

[45] Tay Y, Rinn J, Pandolfi PP (2014). The multilayered complexity of ceRNA crosstalk and competition. Nature.

[46] Wang W-Z, Li J, Liu L, Zhang Z-D, Li M-X, Li Q, Ma H-X, Yang H, Hou X-L (2021). Role of circular RNA expression in the pathological progression after spinal cord injury. Neural Regen Res.

# Supplementary material for: Analysis and verification of the circRNA regulatory network RNO_CIRCpedia_ 4214/RNO-miR-667-5p/Msr1 axis as a potential ceRNA promoting macrophage M2-like polarization in spinal cord injury
**Source:** BMC Genomics. 2023 Apr 5;24:181. doi: 10.1186/s12864-023-09273-w
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Table 1. Primers for qRT-PCR. Supplementary Table 2. Probe sequence of RNO_CIRCpedia_4214. Supplementary Table 3. The top 15 most upregulated GSEA approach in SCI.

*Supporting Information*

**Supplementary Table 1 Primers for qRT-PCR.**

| ID | Primer |
| --- | --- |
| RNO_CIRCpedia_9210 | forward: 5'-ATTCGGCAGAGTCTCAGTCCA-3' |
|  | reverse: 5'-CAAGCTCTTTTCCAGCATTTCTA-3' |
| RNO_CIRCpedia_6416 | forward: 5'-ACTTTCTATCATCAAGGTCACGAGC-3' |
|  | reverse: 5'-TTCATCATCAGTCTCAGCATCCC-3' |
| RNO_CIRCpedia_4214 | forward: 5'-TGTTTGTGGTGCCTCACTCCC-3' |
|  | reverse: 5'-TGATCTCGTTGTTCTCCGCTAG-3' |
| RNO_CIRCpedia_5663 | forward: 5'-CGGAACTCCATGTACCATAATAAGC-3' |
|  | reverse: 5'-GGAACATTCAATCCCAAACACCT-3' |
| NLRP3 | forward: 5'-GTTAGTCCGCCTTTGACAGTGAT-3' |
|  | reverse: 5'-AAGCAAAGTTCCTCCAGACAGC-3' |
| Msr1 | forward: 5'-GCGAATCTACAGCAAAGCAACA-3' |
|  | reverse: 5'-TCTGTGAGTGTTCCCAGTCCTTC-3' |
| Tlr6 | forward: 5'- GTCTCCCCACTTCATCCAGA-3' |
|  | reverse: 5'- CCCACGTTTACCCTTCTCAA-3' |
| Caspase-1 | forward: 5'- ACACGTCTTGCCCTCATTATCT-3' |
|  | reverse: 5'-ATAACCTTGGGCTTGTCTTTCA-3' |
| Arg-1 | forward: 5'-TTACAAGACAGGGCTACTTTCAGG-3' |
|  | reverse: 5'-TATGATTACCTTCCCGTTTCGTT-3' |
| iNOS  miR-667-5p | forward: 5'-CTTGGAGCGAGTTGTGGATTGTT-3'  reverse: 5'-GAGGGGTAGTGATGTCCAGGAAG-3'  forward: 5'-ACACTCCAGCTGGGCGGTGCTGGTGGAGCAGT-3'  reverse: 5'-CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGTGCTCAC-3' |
| GAPDH | forward: 5'-CTGGAGAAACCTGCCAAGTATG-3' |
|  | reverse: 5'-GGTGGAAGAATGGGAGTTGCT-3' |
| U6 | forward: 5'-CTCGCTTCGGCAGCACA-3'  reverse: 5'-AACGCTTCACGAATTTGCGT-3' |

qRT-PCR: quantitative real-time PCR.

**Supplementary Table 2 Probe sequence of RNO_CIRCpedia_4214.**

| ID | Primer |
| --- | --- |
| RNO_CIRCpedia_4214 | 5'-TGGCCCTGGGTCATTATGGGAGTGA-3' |

**Supplementary Table 3. The top 15 most upregulated GSEA approach in SCI.**

| Term_Ranked | Term | ES | NES | pval | fdr | geneset_size | matched_size |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | Hematopoietic cell lineage(rno04640) | 0.741436042 | 2.542669542 | 0 | 0 | 87 | 83 |
| 2 | Cytokine-cytokine receptor interaction(rno04060) | 0.626762356 | 2.415612855 | 0 | 0 | 240 | 225 |
| 3 | Cell cycle(rno04110) | 0.654151802 | 2.360057341 | 0 | 0 | 123 | 116 |
| 4 | Rheumatoid arthritis(rno05323) | 0.699822089 | 2.351070418 | 0 | 0 | 81 | 76 |
| 5 | Malaria(rno05144) | 0.744116074 | 2.314612506 | 0 | 0 | 52 | 46 |
| 6 | TNF signaling pathway(rno04668) | 0.645424701 | 2.305836039 | 0 | 0 | 106 | 103 |
| 7 | Toll-like receptor signaling pathway(rno04620) | 0.660357071 | 2.300510451 | 0 | 0 | 91 | 88 |
| 8 | Leishmaniasis(rno05140) | 0.695522149 | 2.29298478 | 0 | 0 | 65 | 64 |
| 9 | Osteoclast differentiation(rno04380) | 0.637889555 | 2.289783847 | 0 | 0 | 122 | 115 |
| 10 | Tuberculosis(rno05152) | 0.612706443 | 2.280828158 | 0 | 0 | 169 | 160 |
| 11 | Inflammatiory bowel disease (IBD)(rno05321) | 0.687202192 | 2.238984773 | 0 | 0 | 59 | 55 |
| 12 | NF-kappa B signaling pathway(rno04064) | 0.639027758 | 2.203575842 | 0 | 0 | 89 | 84 |
| 13 | Th17 cell differentiation(rno04659) | 0.618507009 | 2.187020065 | 0 | 0 | 102 | 101 |
| 14 | IL-17 signaling pathway(rno04657) | 0.624445918 | 2.176336391 | 0 | 0 | 91 | 85 |
| 15 | Phagosome(rno04145) | 0.582493497 | 2.172923963 | 0 | 0 | 169 | 160 |

# Supplementary material for: Analysis and verification of the circRNA regulatory network RNO_CIRCpedia_ 4214/RNO-miR-667-5p/Msr1 axis as a potential ceRNA promoting macrophage M2-like polarization in spinal cord injury
**Source:** BMC Genomics. 2023 Apr 5;24:181. doi: 10.1186/s12864-023-09273-w
**Supplement:** Supplementary file 2 — Additional file 2: Supplemental Figure 1. Untrimmed original image of Fig. 7E. Different lanes 1-3 are siNC, siNC+LPS, siRNA+LPS, respectively. The image marked in red box is original image of Fig. 7E. Due to improper operation in clipping the image, the images of the original blots of Arg1 in Figure ① is missing. We will pay attention to the integrity of the original image in future work.

**Supplemental Figure 1.** Untrimmed original image of Figure 7E. Different lanes 1-3 are siNC, siNC+LPS, siRNA+LPS, respectively. The image marked in red box is original image of Figure 7E. Due to improper operation in clipping the image, the images of the original blots of Arg1 in Figure ① is missing. We will pay attention to the integrity of the original image in future work.

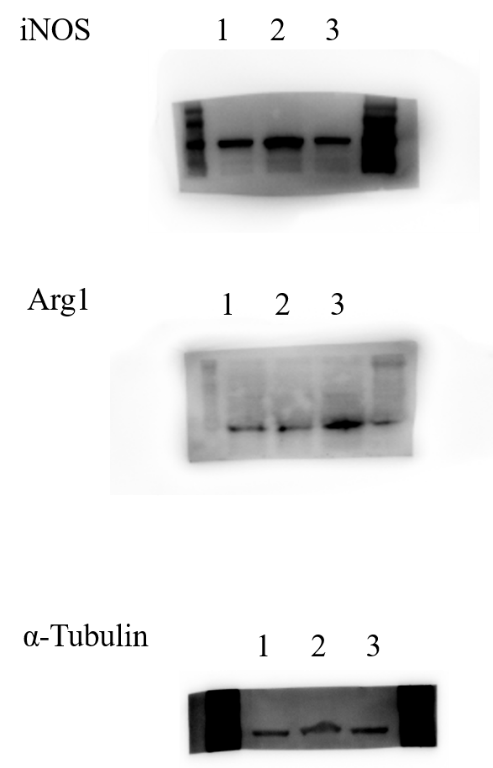

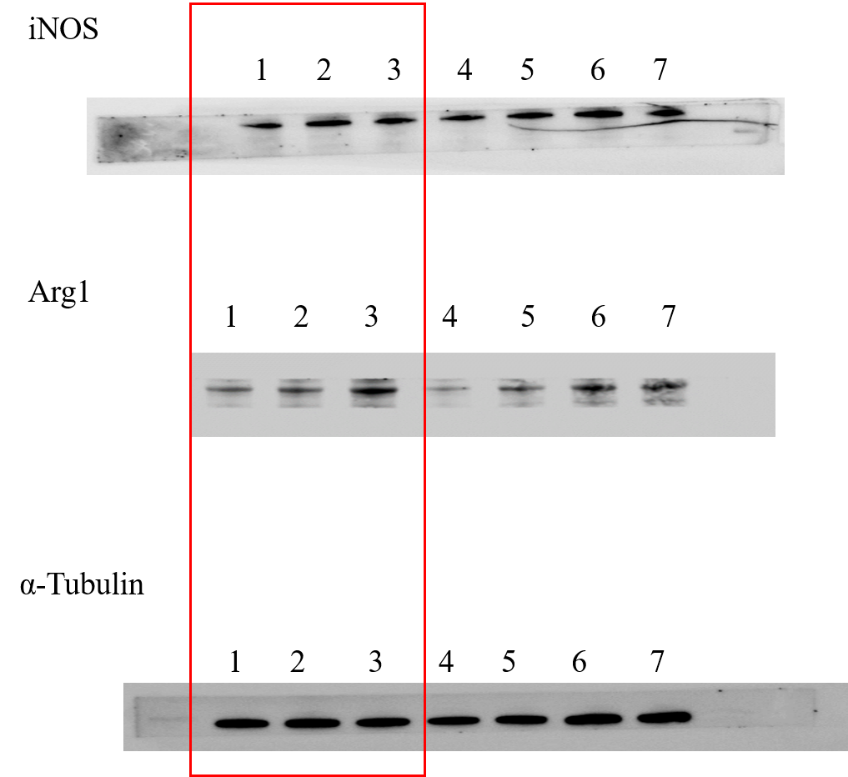
① ②

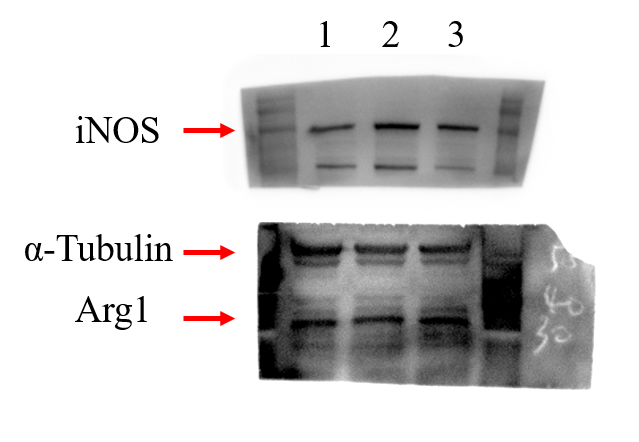
③

How the deposited data were processed for this re-analysis (not part of the article)

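Microarray values of spinal cord from 3 sham and 3 SCI rats, 3 days after surgery, were analysed, with 1 array per rat. The authors extracted the signals with Agilent Feature Extraction 10.7.1.1 (submitters' processing notes), quantile normalized them and deposited log2 values. Whether a background was subtracted before the log2 step is not given in the sources used here. Both deposited tables were read, and all 360912 values that they share are identical. One table also holds 64 control probes. Over all 60216 probes, controls included, the sorted values of the 6 arrays are identical, as quantile normalization makes them, so the arrays cannot differ in total signal. Over the 60148 probes tested they differ by at most 0.04 log2 units.

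From these log2 values, 57102 linear-transcript probes and 3046 circRNA probes were tested, and 4 rat control probes were left out. limma 3.58.1 in R 4.3.3 was used (lmFit and eBayes, two-sided, SCI minus sham), with Benjamini-Hochberg adjustment over all 60148 probes. Probes were called at an adjusted p under 0.05 and a fold change over 2. Correlations, principal components and figures were made in Python 3.11.15 with SciPy 1.17.1 and matplotlib 3.10.9. The detection filter of the methods was not repeated, since no detection flags were used here.

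The linear probes have no gene names in the files. The 20 probes of Table 2 were named by the equality of their log2 fold change and Student P with the printed values, and in no row did a second probe match on the log2 fold change. Other linear probes are unnamed here, so Msr1, Nlrp3, Tlr6, Casp1, C5ar1, Cdca3, Tnc, Arg1 and Nos2, the GO, KEGG and GSEA gene sets, the 44 gene lists fixed before the data were examined, and circRNAs against their host genes were not analysed here. The naming rule covers the rows of Tables 1 and 2, whose values in the paper had been seen, and the circRNAs of the verification and of the network. It also covers the 5 probes of each kind with the largest rise and fall among called probes with no overlap between groups. Not every probe under this rule is named in the text, and which to leave out was not fixed beforehand. Probes named outside this rule were chosen after their values were seen. A circRNA of Table 1 is counted among the listed circRNAs but is not reported here by itself.

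The test was tried on simulated arrays with the spread of the real probes. Of 100 probes changed by 1.5 log2 units, 32 were called, and of 100 changed by 3 log2 units, 55 were called, with 27 of 39 above the median signal and 28 of 61 below it. Of 59948 unchanged probes, 5 were called. The simulation changed far fewer probes than were called in the real data, which makes the adjusted threshold stricter. It also gave both groups the same spread in each probe. Its call rates therefore do not carry over to the real arrays. Alternatives were other scalings, filters on dim probes, an intensity trend in the variance, the methods' t-test, the replicate number as a block, no fold change minimum and each array left out in turn. Array quality weights, centring on spike-in probes, a floor at log2 5 and further combinations with the methods' t-test were added after the data were seen.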

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

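The tests of sham replicate 1 and of the circRNA class were chosen after the results were seen. The first test of the pairs was chosen before, and the second was added once the first had been seen. The probe rclstr_62702_117_15, which has no gene name here and is not in Table 2, had a log2 fold change of 7.32 (limma adjusted p = 0.00543), with sham values between 1.43 and 1.50 and SCI values between 8.11 and 9.51. It was singled out, after its values were seen, as a rise that Table 2 does not list although it exceeds the 7.20 of Cd300ld, the smallest listed one. Both are measured against sham signals near the lowest value on the arrays, and with values below log2 5 set to 5 it does not exceed Cd300ld (3.80 against 3.96). Since its gene is not known here, the gene may be one that the paper discusses elsewhere. The probe may also measure an RNA other than an mRNA, or may have failed the paper's detection filter. Its absence from Table 2 therefore need not be an omission.

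Sham replicate 1 stood apart from the other sham arrays. An exchange of labels with an SCI array is argued against, since it correlated better with the mean of the other sham arrays (0.929) than with that of the SCI arrays (0.908). A candidate explanation is a disturbance of low signals on this array, because dim ERCC and E1A control probes, which have no rat target, deviated by a median of 0.664 log2 units there and by at most 0.234 on any other array. Another state or tissue make-up of this rat stays open: in the linear probes above the median signal its median deviation was 0.186, beside 0.188 for sham replicate 3, but that value is itself measured against sham replicate 1.

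CircRNA probes lay lower in SCI than linear probes of the same signal, with a lower median log2 fold change in all 10 deciles of mean signal. The dimmest decile held 20 circRNA probes, with mean signals near the lowest value on the arrays. The disturbance of sham replicate 1 is argued against as the whole cause: without that array and in the probes above the median signal, the difference between the classes was still -0.13 log2 units between the groups, and the 3 SCI arrays (-0.08 to -0.01) lay below both sham arrays (0.04 and 0.11). A change of the tissue's cell make-up after injury, or a lower level of circRNA as a class, stays open and was not tested. A constant scaling moves both classes alike.

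Of pairs between the top circRNAs and mRNAs, many had high positive correlations. For probes taken by p, the share was 27.17% both as measured and when the arrays of the linear probes were permuted within groups, but nearly all pairs that moved in the same direction passed, so this test decides nothing. The selection by fold change had no limit on p. It thus held uncalled probes such as RNO_CIRCpedia_4209 (limma adjusted p = 0.474), whereas the paper took differentially expressed RNAs. For this selection, the share was 13.1% as measured and 11.1% on average over the other 35 orders, with a range of 9.4% to 13.4%. Of the 36 orders, 2 reached the measured share, the measured order included. In this selection, the difference between the groups can thus account for most of the high correlations. Whether a smaller part comes from correlation within groups stays open.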

How the results depend on the processing

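The array quality weights, the spike-in centring, the floor, the combinations with the methods' t-test and the left-out arrays for the clustering and the pairs were added after the data were seen. With no fold change minimum, 5952 linear probes were higher and 6756 lower, and 203 circRNAs were higher and 591 lower. Centring on spike-in probes gave 106 higher circRNAs. Leaving out 1 array at a time gave 1970 to 3937 higher and 1586 to 3985 lower linear probes, and 33 to 80 higher and 104 to 329 lower circRNAs. Without SCI replicate 2 the calls fell the most for lower probes, and fewer arrays were tested. The first component held 80.0% of the variance in the 30074 probes above the median signal, 59.7% for circRNA probes alone, and 59.3% to 71.0% with 1 array left out. The share of pairs above the correlation threshold was 13.1% for probes taken by fold change, 25.5% at r above 0.95, and 27.1% to 27.2% with 1 array left out. Apart from the selection and the arrays left out, the cause was not tested. The other table, median centring, repeated quantile normalization, filters on dim probes, the intensity trend, array quality weights and the floor kept all 4 counts within 1.5 times those of the main setting, and so did the methods' t-test. Of the 53 probes under the naming rule, none changed direction in a setting in which it was tested. This is no test of robustness, because the sham and SCI values overlap in none of these probes. Leaving out an array, a block, weights, a filter or the floor could therefore not reverse a direction. With the floor 52 were tested, and with the probes below the median signal left out 36. The median centring, the repeated quantile normalization and the other table move almost nothing by construction. The 44 gene lists, circRNAs against host genes and the mean of all probes of a gene were not run, since linear probes carry no gene names. Signals near the lowest value on the arrays limit the fold changes of the dimmest probes.

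Replicate numbers are shared between the groups, and the labels do not say whether they pair the rats. Deviations of same-numbered arrays correlated at -0.01, -0.05 and 0.08, and of the sham arrays only replicate 3 correlated best with its own number. These low values show no pairing but cannot exclude one. With the replicate number as a block, limma called 0 higher and 0 lower probes of either kind, with 16867 linear and 1083 circRNA probes at an unadjusted p under 0.05. Without the block, limma called 3576 higher and 3691 lower linear probes. The methods' t-test without the block had 2701 higher and 2957 lower linear probes after adjustment. The block leaves fewer residual degrees of freedom, which by itself lowers the number of calls.

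The 6 arrays form 10 splits into 3 and 3, too few for a share under 0.05. The real split, 1 of the 10, called 7267 linear and 390 circRNA probes, and the highest of the other splits called 0. Every other split mixes sham and SCI arrays, so the difference between SCI and sham adds to its spread and lowers its calls. The 0 calls therefore do not measure what chance alone would give.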

Differences from the paper's values

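In the main setting, no count from limma with adjustment differed from the paper's by over 1.5 times, but that threshold is not the paper's. Array quality weights gave 4146 higher and 4358 lower linear probes, and centring on spike-in probes gave 4501 higher linear probes and 217 lower circRNAs, which do differ by over 1.5 times. Counts with the replicate number as a block, with no fold change minimum and with some single arrays left out did differ from the paper's by more. At the paper's stated thresholds (unadjusted P and fold change), the methods' t-test gave 83 higher and 353 lower circRNAs, beside the paper's 77 and 337, and 4173 higher and 4080 lower linear probes, beside the paper's 2698 and 2639 mRNAs, which is over 1.5 times as many. The linear probes here include RNAs other than mRNAs and were not filtered for detection. With the probes below the median signal left out, a setting chosen after the values were seen, the methods' t-test gave 2796 higher and 3135 lower linear probes, with 60 higher and 266 lower circRNAs, and it kept 6 of the 10 higher and 7 of the 10 lower circRNAs of Table 1 and 9 of the 10 higher and 5 of the 10 lower probes of Table 2. With a milder filter on dim probes, also added after the values were seen and keeping 45111 probes, it gave 3962 higher and 3931 lower linear probes, which is still close to the counts without a filter, and kept all listed rows of both tables. The adjusted t-test gave 2701 higher and 2957 lower linear probes and 49 higher and 251 lower circRNAs, and the 49 differ from the paper's 77 by over 1.5 times.

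The log2 fold changes of the 20 circRNAs of Table 1 equal the paper's. Of the circRNAs that the table lists, 9 of the 10 higher and 9 of the 10 lower passed an adjusted p under 0.05 from limma. RNO_CIRCpedia_5, which the paper lists as changed, did not pass (limma adjusted p = 0.0719), and passed by the methods' t-test without adjustment. Of the network circRNAs, RNO_CIRCpedia_5106 and RNO_CIRCpedia_7633 did not pass (limma adjusted p = 0.0515 and 0.0649). Both did pass without sham replicate 1, with a filter on dim probes, with array quality weights, with spike-in centring and with the floor. Both also passed by the methods' t-test without adjustment, and the first with the intensity trend. Neither passed by the adjusted t-test (adjusted p = 0.102 and 0.120) or by limma with the replicate number as a block. RNO_CIRCpedia_8103, also of the network, lost its call with the intensity trend and with the floor. RNO_CIRCpedia_4813, with a log2 fold change of -2.29 and a methods' t-test P of 0.0328, is not in Table 1 although its fall exceeds some listed there; limma did not call it (adjusted p = 0.0580), and all its values lie below log2 5 (2.36 to 4.83 in sham and 1.26 to 1.27 in SCI), so that no fall is left with values below log2 5 set to 5. Table 2 does not list 10 linear probes that fell further than the smallest fall it lists and passed the methods' t-test. Such probes may measure RNAs other than mRNAs or may have failed the paper's detection filter. Table 2 therefore need not have left out an mRNA. With values below log2 5 set to 5, 4 of these 10 fell further than Chodl, the smallest listed fall (-2.89), such as rclstr_57294_125_16 at -3.22. The other 6, such as rclstr_44793_585_8 (-4.24, and -0.60 with the floor), did not.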

Other observations

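The probe rclstr_44793_585_8, unnamed here, fell from 5.60 ± 0.44 to 1.36 ± 0.31 log2 units (mean ± SD, n = 3), and rclstr_47198_69_16 had a log2 fold change of -3.69 (limma adjusted p = 0.0184). With values below log2 5 set to 5, neither passed, with log2 fold changes of -0.60 and -1.63 (limma adjusted p = 0.0739 and 0.0685). Ranked by limma p among circRNAs, RNO_CIRCpedia_5625 was at place 23 and RNO_CIRCpedia_9210 at place 697, although both lead the list by fold change.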
